# Loss of RNA–Dependent RNA Polymerase 2 (RDR2) Function Causes Widespread and Unexpected Changes in the Expression of Transposons, Genes, and 24-nt Small RNAs

**DOI:** 10.1371/journal.pgen.1000737

**Published:** 2009-11-20

**Authors:** Yi Jia, Damon R. Lisch, Kazuhiro Ohtsu, Michael J. Scanlon, Dan Nettleton, Patrick S. Schnable

## Abstract

Transposable elements (TEs) comprise a substantial portion of many eukaryotic genomes and are typically transcriptionally silenced. RNA–dependent RNA polymerase 2 (RDR2) is a component of the RNA–directed DNA methylation (RdDM) silencing pathway. In maize, loss of *mediator of paramutation1* (*mop1*) encoded RDR2 function results in reactivation of transcriptionally silenced *Mu* transposons and a substantial reduction in the accumulation of 24 nt short-interfering RNAs (siRNAs) that recruit RNA silencing components. An RNA–seq experiment conducted on shoot apical meristems (SAMs) revealed that, as expected based on a model in which RDR2 generates 24 nt siRNAs that suppress expression, most differentially expressed DNA TEs (78%) were up-regulated in the *mop1* mutant. In contrast, most differentially expressed retrotransposons (68%) were down-regulated. This striking difference suggests that distinct silencing mechanisms are applied to different silencing templates. In addition, >6,000 genes (24% of analyzed genes), including nearly 80% (286/361) of genes in chromatin modification pathways, were differentially expressed. Overall, two-thirds of differentially regulated genes were down-regulated in the *mop1* mutant. This finding suggests that RDR2 plays a significant role in regulating the expression of not only transposons, but also of genes. A re-analysis of existing small RNA data identified both RDR2–sensitive and RDR2–resistant species of 24 nt siRNAs that we hypothesize may at least partially explain the complex changes in the expression of genes and transposons observed in the *mop1* mutant.

## Author Summary

Shoot apical meristems (SAMs) are ultimately responsible for generating all above-ground plant tissues. Recent studies highlighted the effects of chromatin remodeling on the expression of various genes important to SAM development. The transposons that comprise a substantial portion of many eukaryotic genomes are typically transcriptionally silenced, presumably to promote genome stability. We demonstrate that a loss of a key component of the RNA–dependent DNA Methylation (RdDM) silencing pathway affects the expression of not only transposons but also thousands of genes, including nearly 80% of the chromatin-associated genes. Surprisingly, the expression of many transposons and genes is down-regulated via the loss of this component of the silencing pathway. In this study, we have shown that a maize mutation of RDR2 causes significant changes in SAM morphology. In combination, these observations indicate the complexity of transcriptome regulation and the crucial roles of RDR2 on transcriptome regulation, chromatin modification, and SAM development.

## Introduction

Repetitive sequences, including transposable elements (TEs) and tandem repeats, comprise a substantial fraction of many eukaryotic genomes. To protect genome integrity TEs are typically transcriptionally silenced via epigenetic mechanisms [1]–[3]. At the core of many of these mechanisms are a variety of small RNAs. Diverse small RNA pathways exist in most eukaroytes producing microRNAs and short-interfering RNAs (siRNAs) that function to negatively regulate gene expression and/or to suppress the activity of transposons. siRNAs derived from double-stranded RNAs via mechanisms that are either RNA-dependent RNA polymerase (RDR) dependent or independent. Various RDRs (e.g. RDR1, RDR2 and RDR6) are functional in different siRNA pathways and most siRNAs are biosynthesized from the heterochromatic loci, a process that generally requires RDR2 and DICER-LIKE3 (DCL3)[4]. In Arabidopsis, these heterochromatic 24 nt siRNAs, predominate the small RNA population. These siRNAs recruit chromatin-targeted RNA silencing components to form transcriptionally silent heterochromatin, which is derived mainly from TEs and tandem repeats [5], by cytosine methylation and various histone modifications, such as histone deacetylation and histone H3 lysine 9 dimethylation. RDR2 is required for the biogenesis of most of these 24 nt siRNAs [5],[6]. Thus, RDR2 is a key component of the chromatin-targeted RNA silencing process, which is also called the RNA dependent DNA Methylation (RdDM) pathway.

The maize homolog of AtRDR2, *mediator of paramutation1* (*mop1*) [7], is required to establish and maintain paramutation at multiple genetic loci [8]. Paramutation is an epigenetic process in which the interaction of two alleles of a single locus causes a heritable change of one allele that is induced by the other allele. Paramutation was first observed on the *red1* (*r1*) locus in maize by R.A. Brink in the 1950s in which specific weakly expressed alleles can heritably change other strongly expressed alleles to weakly expressed alleles [9]. In maize, paramutation is also observed in *b1* and *pl1* loci. The *mop1* gene, which encodes the maize version of RDR2, is required for paramutation in *b1*, *r1and pl1* loci, demonstrating that an RNA-dependent mechanism is important for paramutation in maize [7]. A tandem repeat 100 kb upstream of *b1* locus is required for paramutation in *b1* locus. This repeat does not share sequence similarity with the *b1* coding sequence, but has been demonstrated to physically interact with the *b1* transcription start site [10]. Mutations in *mop1* can also result in reactivation of transcriptionally silenced *Mutator* transposons and can substantially reduce the overall levels of 24 nt siRNAs, demonstrating that in maize RDR2 contributes to the silencing of repetitive elements and plays an important role in the biogenesis of 24 nt siRNAs [11],[12].

Shoot apical meristems (SAMs) are responsible for the elaboration of all above-ground plant organs [13]. Maintenance of SAM identity and organogenesis are precisely regulated by a complex regulatory network involving various transcriptional factors and signal transduction proteins, as well as epigenetic factors [14]. In a previously conducted global gene expression analysis of maize SAMs and seedlings we identified 2,700+ genes as being preferentially expressed in SAMs [15]. This included ∼60 retrotransposons that were substantially up-regulated in SAMs as compared to seedlings despite the fact that *mop1* was expressed >100 fold higher in SAMs than in seedlings. It was not clear at that time why repetitive retrotransposons and *mop1*, which contributes to the silencing of repetitive elements, would be both significantly up-regulated in SAMs. Given that retrotransposon-derived transcripts represent ∼9% of all SAM transcripts (as opposed to ∼0.3% of seedling transcripts)[15], the SAM is an ideal model for studying the effects of *mop1* on the accumulation of retrotransposon-derived transcripts.

Here we report an analysis of an RNA-seq experiment that detected hundreds of transposons and thousands of the genes that are differentially expressed in *mop1* mutant and non-mutant SAMs. This finding suggests that RDR2 plays a role in regulating the expression of not only transposons, but also of genes. Consistent with this observation, RDR2 mutants also exhibited a distinct SAM morphology relative to their wild type siblings, suggesting a role for RDR2 in normal SAM development. As expected based on its role in the RdDM pathway, loss of RDR2 function resulted in the up-regulation of many DNA TEs, retrotransposons and genes. However, some DNA TEs and many retrotransposons and genes were down-regulated in the *mop1* mutant.

## Results

### Collection of SAMs via Laser Capture Microdissection (LCM) and RNA–seq

A family segregating 1∶1 for *mop1* homozygotes and heterozygotes was planted in a growth chamber and harvested 14-days after planting. Individual seedlings were genotyped to identify *mop1* homozygotes and heterozygotes (see Materials and Methods). To determine the effects of *mop1* on SAM development the ratios of height versus width of mutants (homozygous) and non-mutants (heterozygous) SAMs were compared (Figure 1); mutant ratios were significantly smaller than non-mutant ratios (p-value = 0.006; Table S1). SAMs plus leaves at plastochron 0 (P0) and P1 stages were collected via LCM followed by RNA extraction and amplification according to our previously published procedures [15]. A pooled RNA sample from twelve mutant SAMs and a pooled RNA sample from ten non-mutant SAMs were subjected to Illumina/Solexa sequencing (see Materials and Methods). 2.8 million reads from *mop1* mutants and 4.1 million reads from non-mutants could be uniquely mapped to the Maize Genome Sequencing Project's (MGSP's) B73 reference genome [16] (see Materials and Methods).

**Figure 1:**
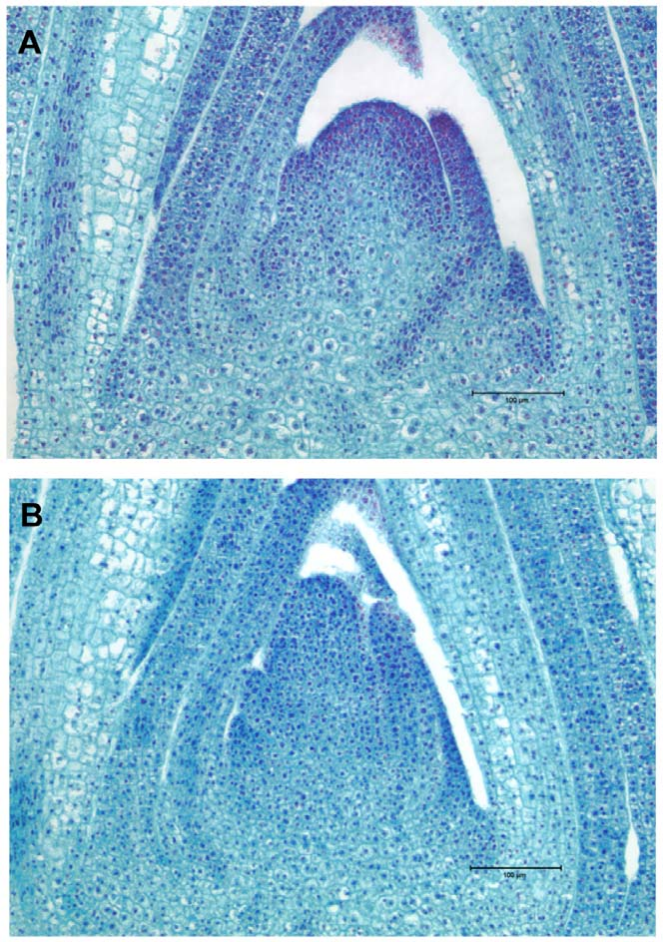
Comparison of SAM morphologies between *mop1* mutants and non-mutants. Safranin O/FastGreen stained image of SAMs from (A) a *mop1/mop1* mutant and (B) a non-mutant sibling. See Table S1 for a quantitative analysis.

### Expression of various TEs is differentially affected by loss of RDR2 function

More than 80% of the B73 reference genome is composed of TEs [16]. To ensure genome stability these elements are mostly suppressed via genome defense systems such as chromatin-based silencing, which is guided and reinforced by 24 nt siRNAs [17]. RDR2 plays an important role in the biogenesis of 24 nt siRNAs [18]. To test the hypothesis that the loss of RDR2 function in the *mop1* mutant would result in the activation of TEs (i.e, an increased accumulation of TE-derived transcripts), the Illumina/Solexa reads obtained from the SAM were aligned to all annotated TEs in the B73 genome (see Materials and Methods). As expected based on the mechanism associated with the RdDM silencing pathway, many DNA TEs (class II) and retrotransposons (class I) were up-regulated in the *mop1* mutant (Table 1). However, a significant fraction of DNA TEs and retrotransposons were down-regulated (Table 1). The most strongly up-regulated DNA TE super-families were *Stowaway* and *Tourist* and the most strongly down-regulated DNA TE family was *CACTA* (Figure S1). Both the Ty1/*Copia*-like and Ty3/*Gypsy*-like super-families of retrotransposons include some families that were up-regulated and others that were down-regulated (Figure S2).

**Table 1:** Expression patterns from diverse super-families of TEs.

TE class	Superfamily^a^	Total	Up^b^	Down^b^	Up+Down^b^
I	RIL	3	0	2	2
	RIX	18	1	12	13
	RLC	153	44	62	106
	RLG	188	49	105	154
	RLX	246	45	112	157
	**Total**	**608**	**139 (32%)**	**293 (68%)**	**432**
II	*CACTA*	151	37	21	58
	*hAT*	228	23	8	31
	*Helitron*	63	12	4	16
	*Mariner*	9	0	0	0
	*MULE*	140	29	3	32
	*PIF/Harbinger*	38	10	3	13
	*Stowaway*	101	14	0	14
	*Tourist*	67	11	0	11
	**Total**	**797**	**136 (78%)**	**39 (22%)**	**175**

**a **RIL, LINE (L1) retrotransposons; RIX, unknown LINE retrotransposons; RLC, Ty1/*Copia* LTR retrotransposons; RLG, Ty3/*Gypsy* LTR retrotransposons; RLX, unknown LTR retrotransposons.

**b **Up, number of up-regulated sub-families/families; Down, number of down-regulated sub-families/families; sub-families for class I TEs; families for class II TEs; Up+down, total number of differentially expressed sub-families/families.

To assess the effects of *mop1* on specific groups of DNA TEs, each DNA TE super-family was divided into families based on a phylogenetic analysis conducted by the Maize Transposon Consortium that defined 797 unique families (i.e., monophyletic clades) [16]. Of these families, 22% (175/797) were differentially expressed in the *mop1* mutant (Table 1; Table S2). Consistent with our hypothesis, most (78%; 136/175) of the differentially expressed DNA TEs were up-regulated in the *mop1* mutant. In particular, of the 32/140 TE families annotated as *Mutator*-like elements (MULEs) that were differentially expressed, 29 (91%) were up-regulated. This is consistent with the report that silenced *Mutator* TEs can be reactivated in *mop1* mutants [11]. Similarly, of the 31/228 *hAT* families that were differentially expressed, 74% (23/31) were up-regulated. Among the 58/151 differentially expressed *CACTA* families many (37/58) individual *CACTA* families were up-regulated. Even so, *CACTA* DNA TEs as a group were down-regulated by loss of RDR2 function (Figure S1). The up-regulation of one MULE element and the down-regulation of one *hAT* element (viz., an *Ac*-like element) were confirmed by quantitative real-time PCR (qRT-PCR) (Figure 2).

**Figure 2:**
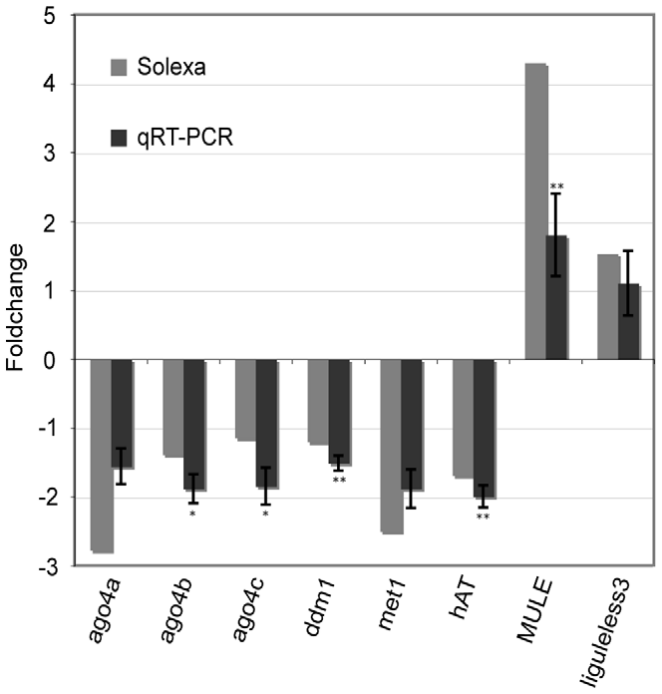
Validation of eight differentially expressed genes via qRT–PCR. Eight differentially expressed genes were chosen from the RdDM pathway (*ago4a* [Chromdb ID: AGO104], *ago4b* [Chromdb ID: AGO105], *ago4c* [Chromdb ID: AGO119], *ddm1* [Chromdb ID: CHR101], *met1* [Chromdb ID: DMT101]), transposons (*hAT* [a member of the ZM_hAT_8 sub-family; http://www.maizesequence.org]) and *MULE* [a member of the *MULE* sub-family DTM_Zm33205; http://www.maizesequence.org]) and a regulator of SAM development (*liguleless3* [Gene model ID: GRMZM2G087741; http://www.maizesequence.org]) for qRT–PCR validation. Primers used for qRT–PCR are presented in 8. Fold change was presented as the relative abundance of transcript in the *mop1* mutant/non-mutant. The quantitative fold changes obtained from between RNA–seq and qRT–PCR experiments were significantly correlated (Pearson correlation coefficient was 0.94, r^2^ = 0.88, p-value = 0.0005). A t-test of equal expression between the mutant and non-mutant using the data from four biological replications of qRT–PCR were conducted (p-value ≤0.05, *; p-value ≤0.01, **).

A similar analysis was performed on retrotransposons, which have been categorized by the Maize Transposon Consortium into super-families (e.g., RLG, retrotransposon LTR *Gypsy*), families (e.g., *Huck*) and sub-families (e.g., Ac186577_1525). 71% of the 608 unique retrotransposon sub-families were differentially expressed to various degrees in the *mop1* mutant (Table S3). Consistent with current understanding of the RdDM silencing pathway, approximately one-third (32%) of the differentially expressed retrotransposon sub-families were up-regulated in *mop1* mutants as compared to non-mutants. But inconsistent with expectations, the majority (68%) of the differentially regulated retrotransposons were down-regulated in the mutant (Table 1; Table S3). Some specific sub-families of retrotransposons were mostly up- or mostly down-regulated. For example, within the Ty1/*Copia*-like super-family, 12/16 *Ji* and 9/17 *Opie* sub-families were up-regulated. Within the Ty3/*Gypsy*-like super-family, 6/7 *Flip* and 19/20 *Huck* sub-families were up-regulated. In contrast, 38/41 Ty3/*Gypsy*-like *Cinful-zeon* sub-families and 9/10 annotated Ty3/*Gypsy*-like *Prem1* sub-families were down-regulated in the *mop1* mutant (Table S3). These distinct responses to loss of RDR2 function suggest that the expressions of different retrotransposon families are regulated via different mechanisms.

### Many chromatin modification genes are down-regulated in the *mop1* mutant

To study the impacts of *mop1* on chromatin modification pathways, 386 maize genes annotated as being involved in chromatin modification were downloaded in Dec. 2008 from ChromDB [19]. In total, 361 of these genes can be uniquely mapped to the B73 reference genome (see Materials and Methods). RNA-seq reads that map to these chromatin-associated genes were used to conduct Fisher's exact tests. Nearly 80% (286/361) of these chromatin pathway genes were differentially expressed between the *mop1* mutants and non-mutant siblings using a 5% false discover rate (FDR) cutoff, a frequency far higher than observed when considering all genes (24%). Approximately ¾ (76%) of differentially expressed chromatin genes were down-regulated in the *mop1* mutant (Table S4). A wide variety of chromatin-associated genes exhibited differential expression between *mop1* mutants and non-mutants, including those affecting various histone modifications, such as histone ubiquitination, methylation, acetylation and deacetylation (Table S4). As the maize homolog of AtRDR2, *mop1* is expected to function in the RdDM pathway, which involves the biogenesis of 24 nt siRNAs, *de novo* methylation of DNA, maintenance of DNA methylation, and demethylation [20]. Almost all of the genes known to be implicated in the RdDM pathway were down-regulated in the *mop1* mutants (Table 2). The maize genome contains two *DCL3* paralogs, which are involved in the biogenesis of 24 nt small RNAs. One of these (*Zmdcl3b*) was down-regulated while the other (*Zmdcl3a*) was up-regulated (Table 2). These opposite responses suggest that the two *DCL3* paralogs may be functionally distinct. This type of divergent gene expression pattern was also observed for DRM protein in which one maize homolog was down-regulated and another was up-regulated. In addition to DRM protein, AGO4, DRD1, and MET1proteins function in the *de novo* methylation pathway [20]. All maize homologs of these genes were down-regulated (Table 2). CMT3, MET1, DDM1, HDA6, SUVH4 function in the maintenance methylation pathway [20]. All maize homologs of these genes were down-regulated (Table 2). DNA demethylation is thought to regulate epigenome dynamics in opposition to the RdDM pathway. In Arabidopsis, ROS1 and DME remove DNA methylation [20]. There are two homologs of DME gene in maize and both were down-regulated as well (Table 2). The expression levels of several of genes important for epigenetic silencing (viz., *met1*, *met3*, three *ago4* paralogs, and *ddm1*) were tested via qRT-PCR with results that were consistent with those obtained from RNA-seq (Figure 2). These observations demonstrate that there is widespread down-regulation of components in the RdDM pathway in the *mop1* mutant, suggesting either that MOP1 positively regulates the entire pathway, or that genes involved in chromatin modification and DNA methylation are co-regulated in maize.

**Table 2:** Differentially expressed genes in RdDM pathway.

Chromdb ID^a^	Gene Name^b^	log_2_(FC)^c^	FDR^d^
DCL102	*dcl3a*	1.2	8e-06
DCL104	*dcl3b*	−0.5	1e-02
AGO104	*ago4a*	−0.7	9e-21
AGO105	*ago4b*	−1.7	6e-17
AGO119	*ago4c*	−0.5	1e-06
CHR127	*drd1*	−1.3	1e-11
DMT101	*met1*	−1.0	3e-11
DMT106	*drm1/2*	−0.7	3e-13
DMT102	*cmt3a*	−1.0	3e-40
DMT105	*cmt3b*	−0.7	4e-22
SDG118	*suvh4/kyp*	−1.0	4e-16
HDA108	*hda6*	−0.7	2e-09
CHR101	*ddm1*	−0.5	8e-04
DNG101	*dme1*	−1.0	4e-12
DNG103	*dme2*	−1.7	9e-26

**a **ID used in Chromdb (http://www.chromdb.org).

**b **ID used in general RdDM pathway [20].

**c **log_2_ transformation of fold change as the relative abandunce of transcripts in mutants/non-mutants. Positive value indicates the up regulation and negative value indicates down regulation.

**d **The false discovery rate calculated using Benjamini and Hochberg's procedure [24] for the p-value from Fisher's exact test.

In addition to *mop1*, mutations in two other maize genes are known to affect the accumulation of both 24–26 nt siRNAs and DNA methylation. *rmr1* (*required to maintain repression1*) encodes a SWI/SNF2 class chromatin remodeling protein. Mutations in *rmr1* have dramatic effects on accumulation of 24–26 nt siRNAs, maintenance of the repressed state of paramutant genes, and methylation of *Mu* transposons [21],[22]. Unlike the related DDM1 orthologs (Table 2), expression of *rmr1* was not significantly changed in the *mop1* mutant. This observation is consistent with the suggestion that RMR1 may act genetically upstream and sometimes independently of RDR2 [22]. The second cloned gene that affects 24–26 nt siRNA accumulation in maize is *rmr6*. This gene encodes the conserved Pol IV largest subunit (RPD1) and is required for paramutation [23]. Although expression of this gene was reduced in the *mop1* mutant, this change was not significant.

### Widespread changes in gene expression following loss of RDR2 activity

The finding that SAM morphology differs between *mop1* mutant and non-mutants led us to hypothesize that *mop1* affects not only the expression of TEs and components in RdDM pathway but also genes important to the development of the SAM. To test this hypothesis the Illumina/Solexa reads were mapped to the “filtered gene set” of maize generated by the MGSP (see Materials and Methods). Among reads that could be uniquely mapped to the genome, 2.2 million (78%) from *mop1* mutants and 3.2 million (79%) from non-mutants aligned to gene models (Figure S3; Table S5). At least one Illumina/Solexa read from at least one of the two genotypes aligned to 24,743 of the 32,540 genes in the MGSP's filtered gene set (Table S5). Of these genes, 6,016 (24% of 24,743) could be declared to be differentially expressed between the mutant and non-mutant pools at an estimated 5% FDR [24]. The ratio of number of genes that were up-regulated in the *mop1* mutant to those that were down-regulated was ∼1∶2 (Table S6). Consistent with our finding that *mop1* mutant SAMs differ morphologically from non-mutant siblings (Figure 1; Table S1), several key regulators of SAM development, including *fasciated ear2* [25], *terminal ear1-like 2* [26], *outer cell layer4* [27] and *liguleless3* (encoding a *Knotted* class 1 homeodomain protein) [28] were differentially expressed (Table 3). The differential expression of one of these genes, *liguleless3*, was validated via quantitative real-time PCR (qRT-PCR) (Figure 2). This finding suggests that 24 nt siRNAs play a role in regulating (directly or indirectly) the expression of not only transposons, but also of genes.

**Table 3:** Key regulators of SAM developments showing differential expression.

Gene ID^a^	log2(FC)^b^	FDR^c^	SwissProt ID^d^	Protein Name	E-value^e^	Ref
GRMZM2G104925	−0.76	5.00e-04	Q940E8	Fasciated ear2	0	[19]
GRMZM2G085113	−0.86	1.62e-09	A9XIW7	Terminal ear1-like 2 protein	6e-138	[20]
GRMZM2G123140	−0.50	1.05e-02	B3GW90	Putative HD-ZIP IV family transcription factor OCL4	0	[21]
GRMZM2G087741	0.50	6.09e-06	Q9SYT6	Knotted class 1 homeodomain protein liguleless3	0	[22]

**a **Refer to http://www.maizesequence.org.

**b **log_2_ transformation of fold change as the relative abandunce of transcripts in mutants/non-mutants. Postive values indicate up regulation and negative values indicate down regulation.

**c **False discovery rate calculated using Benjamini and Hochberg's procedure [24] for the p-value from Fisher's exact test.

**d **Protein ID retrieved from SwissProt_Trembl database via blastp (1e-10 as cutoff).

**e **E-value from blastp search.

### Re-analysis of existing 24 nt siRNA data

The analyses described above demonstrate that loss of RDR2 function results in widespread changes in the accumulation of transcripts from DNA TEs, retrotransposons and genes. As expected based on a model in which RDR2 generates 24 nt siRNAs that suppress expression, many TEs and genes were up-regulated in the *mop1* mutant. Interestingly, some DNA TEs and many retrotransposons and genes were actually down-regulated in the *mop1* mutant, demonstrating new complexities in the regulation of the expression of transposons and genes.

To explore this complexity we undertook a re-analysis of 24 nt siRNAs isolated from immature ears of *mop1* and non-mutant plants [18]. Nobuta et al. reported that *mop1* mutants accumulated many fewer 24 nt siRNAs (as a proportion of all small RNAs) than do wild-type [18]. Their analysis treated all 24 nt siRNAs as a group. We extended their analysis by considering the effects of the *mop1* mutation on the accumulation of each individual species of 24 nt siRNAs in their data set. As such, our analysis enabled us to identify specific RNA species that make up a significantly greater proportion of the observed reads from one genotype than from the other (see Materials and Methods).

Considering the union of *mop1* mutant and non-mutant reads, the Nobuta et al. data set contains >2.3M distinct 24 nt siRNA species. Many of these are present at very low abundance and as such it would not be possible to detect statistically significant differences between the two genotypes even if such differences exist. Of the 5% of RNA species for which 5 or more counts were recorded in the union of the two genotypes (125,344/2.3M), we found that 30% (38,564/125,344) of the 24 nt siRNAs were differentially expressed between the two genotypes. Consistent with the report of Nobuta et al., most of the 38,564 differentially regulated species of 24 nt siRNAs (33,614) were down-regulated in the *mop1* mutant (Figure S4; Table S7). We term these “RDR2-sensitive 24 nt siRNAs”. Quite unexpectedly, 4,950 distinct species of 24 nt siRNAs were significantly “up-regulated” in the *mop1* mutant (Figure S4; Table S7). Although some of these may be actually up-regulated, others may simply be less down-regulated in the mutant than are other species of 24 nt siRNAs (see Materials and Methods). We have therefore termed these “up-regulated” species “RDR2-resistant 24 nt siRNAs”.

## Discussion

RDR2 is an essential component of the heterochromatin silencing pathway in multiple species [5],[29] and functions in DNA and histone methylation, the biogenesis of 24 nt siRNAs and the silencing of repetitive DNAs [30]. The maize homolog of RDR2, *mop1*, was originally identified as a mutant that functions as an epigenetic regulator of a target gene via interactions with upstream tandem repeats [7]. *mop1* is also required for the methylation of the terminal inverted repeats of *Mu* TEs and for the maintenance of silencing of *MuDR* transposons [31]. Based on its mutant phenotypes, it has been hypothesized that the *mop1* gene regulates many loci [8]. To test this hypothesis and to examine the effect of RDR2 on the silencing of TEs in a large, complex genome, we conducted RNA-seq experiments on SAMs of *mop1* mutant and non-mutant seedlings. SAMs were selected for analysis because they are responsible for the elaboration of all aerial organs [13], they have a complex transcriptome [32], and our prior analyses had revealed that multiple retrotransposons and *mop1* are all substantially up-regulated in SAMs as compared to seedlings [15].

### Effect of RDR2 on gene expression

We identified more than 6,000 genes whose expression differed between *mop1* mutant and non-mutant SAMs. These widespread differences in gene expression are consistent with the multiple developmental defects associated with the loss of *mop1* function in mutants [8].

Over several generations, maize lines that carry the *mop1* mutation can accumulate a variety of epimutant phenotypes (Lisch, unpublished data). In this study we controlled for the effects of any segregating epi-alleles by analyzing RNA from pools of *mop1* and non-mutant SAMs. However, our discovery that genes involved in a variety of silencing pathways including DNA methylation, histone modification and RNA-mediated silencing, are differentially regulated in the *mop1* mutant complicates any facile explanation for the origins of these phenotypes. Unlike *rdr2* mutants in Arabidopsis, *ddm1* and *met1* mutants can have severe effects on plant morphology [33], and the maize homologs of both of these genes are down-regulated in the *mop1* SAMs. It is not clear whether or not the down-regulation in the maize *mop1* mutants of so many genes involved in epigenetic regulation is consequential, but it does suggest that many of the phenotypes that arise in *mop1*-containing lines over multiple generations may not be the direct result of the loss of RDR2 activity. The same may well be true for at least some of the differences in gene expression that we observed.

### Effect of RDR2 on the accumulation of TE-derived transcripts

RNA-seq data identified hundreds of DNA TEs and retrotransposons that are differentially regulated in SAMs. Based on a model in which RDR2 generates 24 nt siRNAs that silence DNA TEs and retrotransposons, our expectation was that loss of RDR2 function in *mop1* SAMs would result in the up-regulation of DNA TEs and retrotransposons. Although we did observe that the majority of differentially expressed DNA TEs (78%) were up-regulated in the *mop1* mutant, less than half of all differentially regulated retrotransposons (32%) were up-regulated. This suggests that at least some DNA TEs and retrotransposons are silenced via distinct mechanisms.

### RDR2–dependent silencing of pericentromeric TEs

Pericentric heterochromatin is rich in TEs in many species, and these sequences are typically heavily methylated and associated with large numbers of 24 nt siRNAs [2]. Consistent with its role in the RdDM pathway loss of RDR2 function results in the up-regulation of certain TEs, including *Huck* elements which are members of the Ty3/*Gypsy*-like super-family of retrotransposons. Fluorescence *in situ* hybridization (FISH) experiments reveal that although *Huck* elements are dispersed along all chromosomes they are significantly enriched in the vicinity of, but not in, centromeres [34]. Indeed, in general Ty3/*Gypsy*-like sequences cluster in pericentromeric regions across all grass species [35]. Our observations provide evidence that at least one pericentromeric repeat (i.e., *Huck*) is transcriptionally silenced via the RdDM pathway.

### RDR2–sensitive and RDR2–resistant 24 nt siRNAs

In Arabidopsis RNA gel blot experiments, the population of 24 nt siRNAs is almost entirely eliminated in the *rdr2* mutant [5], indicating RDR2 is required for the biogenesis of nearly all 24 nt siRNA. In the maize *mop1* mutant, the population of 24 nt siRNAs is dramatically reduced, but not eliminated [18]. Via a re-analysis of an existing small-RNA data set we identified >33,000 unique “RDR2-sensitive” and ∼5,000 unique “RDR2-resistant” 24 nt siRNAs that are “down-regulated and “up-regulated” in the *mop1* mutant, respectively.

### RDR2–independent silencing of DNA TEs and retrotransposons

In contrast to elements such as *Huck*, the silencing of some types of DNA TEs and retrotransposons (e.g., most *Prem1* elements) does not appear to require RDR2, as evidenced by the fact that they are down-regulated in the *mop1* mutant. The hypothesis that an RDR2-independent heterochromatin silencing pathway exists in maize is consistent with our previous observation that many retrotransposon are significantly up-regulated (some >1,000×) in SAMs as compared to seedlings even though *mop1* transcripts accumulate in SAMs to a level 100× higher than in seedlings. On the other hand, because new retrotransposon insertions are quite rare in maize [36], we considered the possibility that a significant proportion of the retrotransposon-derived transcripts we detected in SAMs are generated via RDR2 activity itself [37], which can produce aberrant non-polyadenylated RNAs. If this were the case, these species would indeed be lost in the RDR2 mutant (along with associated siRNAs). However, because the procedures we used to construct our RNA-seq libraries preferentially target mRNA species this possibility seems unlikely.

We therefore considered other RDR2-independent mechanisms for silencing DNA transposons and retrotransposons in a complex genome such as that of maize. Because the expression of many genes is affected by the *mop1* mutant, it is possible, for example, that some of these effects could be antagonistic to the direct effects of *mop1* on gene silencing. In addition, Lippman et al. [38] reported that the epigenetic inheritance of different TEs differed from mutant to mutant in Arabidopsis and proposed the existence of distinct but interacting pathways responsible for transposon silencing via siRNAs and histone modifications. Observations from fission yeast offer a plausible possibility for an RDR2-independent pathway. In this yeast, inhibition of histone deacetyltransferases causes an inherited loss of heterochromatin [39]. Several genes encoding histone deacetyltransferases (HDACs) were up-regulated in the *mop1* mutant. It is possible that enhanced expression of these HDACs could enhance silencing of some TEs. Similarly, the reduction in expression of the maize orthologs of ROS1 and DME1, both of which are required for demethylation of a variety of target genes in Arabidopsis [40], could result in the silencing of a variety of genes in *mop1* mutants. Hence, our observations in the *mop1* mutant of the down-regulation of some DNA TEs and many retrotransposons, enhanced expression of genes in the HDAC silencing pathway, and decreased expression of genes in the demethylation pathway are consistent with the existence of multiple silencing mechanisms, but suggest that these mechanisms can potentially interact antagonistically.

Nobuta et al. reported that 22 nt small RNAs are highly abundant in the *mop1* mutant [18] and suggested that these small RNAs may be the result of an alternative mode of heterochromatic siRNA production that is independent of, and may even be enhanced by, the loss of RDR2. Alternatively, or in addition, the RDR2-independent silencing we observed could be the result of the RDR2-resistant 24 nt siRNAs we identified. As discussed in the Materials and Methods section, these RDR2-resistant 24 nt siRNAs may actually be produced at higher levels in the *mop1* mutant. If this were the case, then these RDR2-resistant siRNAs could be responsible for the enhanced silencing of some of the DNA TEs and retrotransposons we observed in the *mop1* mutant. If, on the other hand, the RDR2-resistant siRNAs are simply less susceptible to loss of RDR2 function, they would need to be more effective at silencing in the *mop1* background to explain the enhanced silencing of DNA TEs and retrotransposons we observed. RDR2-resistant 24 nt siRNAs might, for example, exhibit enhanced repressive activity in response to changes in chromatin structure resulting from loss of RDR2 activity.

Potential sources of RDR2-resistant siRNAs include novel combinations of sense/anti-sense transcripts and transcribed inverted repeats. In maize retrotransposons are often present in vast nested arrays [36]. Enhanced transcription of these nested retrotransposons (due perhaps to loss of RDR2-dependent silencing) could result in the production of novel combinations of sense and antisense RNAs that could be processed into biologically active siRNAs even in the absence of RDR2. Thus, the effects of the *mop1* mutant on a given transposon family may be a reflection not just of its sequence, but of the physical distribution of that family within the genome. With that in mind, it is interesting to note that the one family of DNA TEs with a high proportion of up-regulated members (*CACTA* elements) exhibits a distinct chromosomal distribution relative to the other families of DNA transposons. *CACTA* elements are significantly more likely to be found in gene-poor, heterochromatic regions of the genome than are all other DNA TEs [16].

In addition, dosage effect has been reported in the maize *Activator/Dissociation* (*Ac/Ds*) and *Mutator* transposon families [41]–[44], demonstrating that the regulation of the TE transposition is complex; similar complexity likely contributes to our observation of the down-regulation of TEs in the *mop1* mutant. For example, some of the changes in expression of TEs and genes observed in this study could be due to epigenetic interactions between TEs and genes. In several cases it has been demonstrated that expression of TEs can reduce expression of nearby genes [45]–[49]. For example, de-repression of an LTR retrotransposon flanking the *BONSAI* gene in Arabidopsis in a *ddm1* mutant background results in epigenetic silencing of *BONSAI* [50]. This process involves the production of *BONSAI*-specific siRNAs. Given our observation that DNA TEs, which tend to be preferentially located in gene-rich regions of the genome are likely to be up-regulated in the *mop1* mutants, it is possible that many of the negative effects on gene expression are due to similar interactions between genes and nearby TEs. To more comprehensively analyze the relationship between levels of gene expression, siRNA production, and DNA methylation, it will be necessary to analyze all of these variables in a single tissue. Further, given the number of variables involved, a clear understanding of cause and effect relationships between RDR2 activity and expression will require detailed analyses of individual transposons, retrotransposons and genes.

## Materials and Methods

### Genetic stocks, plant growth conditions, genotyping, and RNA–seq

The *mop1-1* allele used in this study has been described previously [12]. This mutant is within a mixed genetic background, including both the highly inbred *a1-mum2* minimal *Mutator* line [51] and the *Mutator* line from which *mop1-1* was first derived [8]. The *mop1-1* mutation in this background was maintained through several generations via sib crosses, self fertilizations, or back-crosses with the *a1-mum2* stock. Although the progenitors of this line contained active *MuDR* elements, these elements were no longer present in the line used for this study, which lacked detectable *Mutator* activity.

This genetic background is distinct from that analyzed by Nobuta et al. [18]. Importantly, the family used in these experiments is closely related to a *mop1* mutant lineage that gave rise to a large number of unique morphological phenotypes not previously observed in *mop1* mutant plants (Lisch, unpublished observation). Given this, and given the dramatic differences in TE composition between maize inbred lines, direct comparisons of transcript data between the current data set and that of Nobuta et al. should be treated with caution.

A plant having the genotype *mop1-1/mop1-1* was crossed to *Mop1*/*mop1-1* heterozygote and the resulting progeny kernels planted in growth chambers (PGW-40, Percival Scientific, http://www.percival-scientific.com). Temperature and light cycles were set as 25 degrees for 15 hours of light and 20 degrees for 9 hours of dark. During the light period the light intensity at the surface of the growth medium was maintained between 650 and 800 umol m^−2^ sec^−1^.

At 14-days after planting SAMs were collected using the PALM MicroBeam System (115V Z, P.A.L.M. Microlaser Technologies, http://www.palm-microlaser.com). Plants homozygous and heterozygous for the *mop1-1* mutant allele were distinguished using two pairs of primers: a pair of *mop1*-specific primers consisting of RDRF3 (sequence: 5′-TCTCCACCGCCCACTTGAT-3′) and RDRR2 (sequence: 5′-ATGGCCAGCAGGGTGTCGCAGAT-3′) and a primer pair consisting of the *Mutator* TIR primer *Mu*-TIR (5′-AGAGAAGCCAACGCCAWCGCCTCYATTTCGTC-3′) and the *mop1*-specific primer RDRF3. 

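In the B73 reference (release 4a.53), the *mop1* gene model GRMZM2G042443 spans 5605 bases of chromosome 2, from 40967524 to 40973128, with its coding strand on the reverse strand of the reference. RDRF3 matched the coding strand of this model exactly at bases 4648 to 4666, counted from its 5′ end, which are positions 40968463 to 40968481 of the chromosome. RDRR2 matched the opposite strand exactly at bases 5295 to 5317, or positions 40967812 to 40967834. The pair thus encloses 670 bases of genomic sequence that end 288 bases before the 3′ end of the model. With 30 bases on each side, the sequence at RDRF3 on the coding strand reads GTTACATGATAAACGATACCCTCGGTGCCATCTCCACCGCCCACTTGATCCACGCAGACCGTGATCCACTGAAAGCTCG. The sequence at RDRR2 on the same strand reads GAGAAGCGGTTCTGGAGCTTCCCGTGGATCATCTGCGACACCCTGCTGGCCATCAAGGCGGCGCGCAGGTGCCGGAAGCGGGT. Neither primer had a site in another of the 32540 gene models, with an exact match or with 1 mismatch. Exon and intron positions of the model were not used here. Every word of 32 bases in the *mop1* model was single among the gene models.
*Mu*-TIR holds the degenerate bases W (A or T) and Y (C or T) and is directed to the terminal inverted repeats of *Mutator* transposons. It had no site in the *mop1* model of the reference, even with 1 mismatch, so that no gene model held sites of both *Mu*-TIR and RDRF3. Exact sites of *Mu*-TIR were present in 3 gene models. GRMZM2G107985 (chromosome 8) and GRMZM2G171060 (chromosome 4) each held a pair of sites on opposite strands, which span 1543 bases (153725775 to 153727317) and 1509 bases (165967885 to 165969393), respectively. GRMZM2G181276 (chromosome 1) held 1 site.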

Twelve *mop1-1/mop1-1* and ten *Mop1/mop1-1* SAMs were used to form *mop1* mutant and non-mutant pools. Collected SAM tissues were used for RNA extraction, RNA amplification and synthesis of double stranded cDNAs according to our previous published procedures [15]. These procedures preferentially target polyadenylated transcripts. Illumina/Solexa libraries were constructed using these double stranded cDNAs following Illumina/Solexa's standard protocol for genomic library preparation. The resulting libraries were sequenced on the Solexa 1G Genome Analyzer at the Michael Smith Genome Sciences Centre (Vancouver, BC, Canada). Each library was sequenced using 2 lanes on a Solexa flow cell. The Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo) accession number for the data used in the paper is GSE16789.

### Alignments of RNA–seq to the maize reference genome and TEs

The resulting Solexa reads were aligned to the maize B73 reference genome (Release 4a.53) (http://www.maizesequence.org) with the short read aligner NOVOALIGN (http://www.novocraft.com) using 32 base sequences. Low quality bases located at the end of reads were trimmed and only reads that mapped uniquely to the genome with a maximum of two mismatches including insertion/deletion (indel) across 32 bases were used for subsequent analyses. 

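Double stranded cDNAs made from RNA of laser-captured shoot apical meristems (SAMs) were sequenced as 1 library per genotype. The *mop1* mutant pool held 12 SAMs and the non-mutant pool held 10 SAMs, each collected 14 days after planting. The paper gives totals of 2156241 mapped reads for the mutant library and 3248869 for the non-mutant library. With 1 library per genotype, differences in RNA-seq reads between genotypes have no replicate check. The deposited data analysed here are the sequences of the gene models onto which uniquely mapped reads were projected, and read counts per gene model were not analysed here as deposited data. Each of the 32540 gene models of the filtered gene set (B73 reference, release 4a.53) was given with an identifier, a chromosome, a start, an end and a coding strand. Of these models, 32477 were on chromosomes 1 to 10 and 63 were on no chromosome. Their sequences are as long as their genomic intervals, so that introns are included. The median length was 2658 bases, with quartiles of 1453 and 4651 bases and a range of 153 to 75042 bases. In total, 32405 distinct sequences were present among the models. Another model overlapped 3151 of the models (9.68%), with 201 overlapping pairs on the same strand and 1423 on opposite strands. A read in such an overlap belongs to more than 1 model.
Because the reads were aligned as sequences of 32 bases and had to map uniquely, each model was divided into all of its words of 32 bases, and the share of these words that occurred at 1 place only among the gene models, on either strand, was determined. Repeats elsewhere in the genome were not considered, so the shares are upper limits for the genome. Only exact words were compared, while the paper's alignment allowed mismatches and indels. Words in introns were counted too, so a share is not the uniquely mappable part of a transcript. The median share was 96.4%. In 6966 models every word was single, in 497 models no word was single, and in 3273 models (10.1%) fewer than 50% were. When words were compared on the given strand of the reference only, 2174 models had a share under 50%. Of the genes that the paper names as regulators of SAM development, *fasciated ear2* (GRMZM2G104925, chromosome 4, 132734168 to 132736656, reverse strand) had a share of 100%. The share was 98.6% for *terminal ear1-like 2* (GRMZM2G085113, chromosome 3, 163614828 to 163618753, reverse strand) and 99.7% for *outer cell layer4* (GRMZM2G123140, chromosome 1, 99763128 to 99769093, reverse strand). It was 96.9% for *liguleless3* (GRMZM2G087741, chromosome 3, 53539642 to 53549481, forward strand). None of these 4 models overlapped another model.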

The “filtered gene set”, a collection of high-quality gene models developed by the MGSP, was projected onto the B73 reference genome.

In addition, the Illumina/Solexa reads were also aligned directly to the DNA TE families and retrotransposon subfamilies. Due to the repetitive property of the TEs, each read is allowed to be mapped to multiple DNA TE families or retrotransposon subfamilies but each read is only counted once within each family or sub-family with same alignment criteria as used for alignments to the reference genome.

The 386 chromatin-associated genes were mapped to the maize B73 reference genome using criteria of 95% identity and 90% coverage. Reads that uniquely mapped to the reference genome were projected onto each of these chromatin-associated genes allowing us to detect differential expression.

### Identifying differential expression via a likelihood ratio test and Fisher's exact test

Two statistical procedures to identify differentially expressed genes were compared and evaluated: a likelihood ratio test based on a Poisson model (below) [52] and Fisher's exact test. Although the two procedures produced similar p-values (R = 0.9; Figure S5), the Fisher's exact test was more conservative. It was therefore selected for use in this study.

The likelihood ratio test analysis generally followed the procedure described in Marioni et al. [52]. For each gene, the number of reads from the *mop1-1* mutant sample and the non-mutant sample were modeled as independent Poisson random variables with mean λ_m_C_m_ for mutant and mean λ_n_C_n_ for non-mutant, where C_m_ and C_n_ denote counts of the total number of mapped reads for the mutant (2,156,241) and non-mutant (3,248,869) samples, respectively. It is straightforward to show that the likelihood ratio statistic for testing the null hypothesis of H_0_: λ_m_ = λ_n_ is T = 2{k_m_ log (k_m_/C_m_)+k_n_ log(k_n_/C_n_)−k log(k/C)}, where k_m_ is the number of mutant reads for the gene in question, k_n_ is the number of non-mutant reads for the gene in question, k = k_m_+k_n_, and C = C_m_+C_n_. This statistic is distributed approximately as a chi-square random variable with 1 degree of freedom when the null hypothesis of no differential expression is true. Thus, p-values were obtained by comparing the observed statistic for each gene to the chi-square distribution with 1 degree of freedom. Ideally, sequencing would have been carried our separately for multiple independent biological replications of each genotype so that over dispersion relative to the Poisson distribution could have been assessed and accounted for using an analysis like that proposed by Robinson and Smyth [53]. Note that our qRT-PCR validation and analysis (discussed below) was based on separate measurements of independent biological replications.

### Detection of RDR2–sensitive and –resistant 24 nt siRNAs

Each species of 24 nt siRNAs was tested whether the proportions in the library between *mop1* mutant and non-mutant were significantly different via Fisher's exact test. Because we are able to measure only the abundance of each species in a genotype relative to the total number of reads for that genotype, it is difficult to formally distinguish 24 nt siRNAs that are up-regulated in the mutant from those that make up a significantly greater proportion of the observed reads only because of the absence of many other 24 nt siRNA species in the *mop1* mutant, thereby making them proportionately more abundant. For the purposes of this study we therefore carefully define up-regulation to mean that a particular species is significantly more abundant in one sample of reads than in another. It is important to note that this does not necessarily mean that the number of RNA molecules of that particular species increases on a per cell basis.

### qRT–PCR validation and data analysis

Primer design for qRT-PCR was conducted as described [54]. RNA samples independent from those used in the RNA-seq experiment were extracted from four biological replications from *mop1-1/mop1-1* and *Mop1/mop1-1* (3 SAMs pooled within each replicate per genotype) by using the same procedure as the RNA-seq experiment. To prepare the cDNA template, combined oligodT and random hexamers was used to perform reverse transcription reactions at 55°C for 1 hour with SuperScript III. A reverse transcription without SuperScript III was conducted to control for genomic DNA contamination. qRT-PCR was conducted on an Mx4000 multiplex quantitative PCR system (Stratagene). RNA from a human gene (GenBank accession no. AA418251) was spiked into each reaction as an external reference for data normalization. Genotype-specific Ct values for each gene and control were calculated and then the ΔΔCt was computed. For each gene, ΔΔCt across 4 biological replications was used to conduct a t-test in R (www.r-project.org) [55].

## Supporting Information

Figure S1 Overall expression fold changes of mutant versus non-mutant for differentially expressed DNA TEs. In this analysis all members of each differentially expressed super-family were treated as a group. The percentage of reads that match each super-family among all mapped reads in each genotype was calculated and the fold change was computed as the ratio of the percentage of mutant versus non-mutant for each super-family.
(0.22 MB TIF) Click here for additional data file.

Figure S2 Overall fold changes of mutant versus non-mutant for differentially expressed retrotransposons. In this analysis all members of each differentially expressed family were treated as a group. The percentage of reads that match each family among all mapped reads in each genotype was calculated and the fold change was computed as the ratio of the percentage of mutant versus non-mutant for each family.
(0.24 MB TIF) Click here for additional data file.

Figure S3 Distribution of numbers of mapped reads across tested genes.
(0.29 MB TIF) Click here for additional data file.

Figure S4 RDR2-sensitive and RDR2-resistant 24 nt siRNAs in wild-type and *mop1* mutants. The log_2_ transformation of read counts in non-mutant (x-axis) versus *mop1* mutant (y-axis) for each species of the 4,950 RDR2-resistant 24 nt siRNAs (green dots) and the 33,614 RDR2-sensitive 24 nt siRNAs (red dots) were plotted.
(0.36 MB TIF) Click here for additional data file.

Figure S5 p-value comparison between likelihood ratio test and Fisher's exact test.
(0.27 MB TIF) Click here for additional data file.

Table S1 *mop1* mutants and non-mutants have distinct SAM morphologies.
(0.01 MB PDF) Click here for additional data file.

Table S2 List of differentially expressed DNA transposon families.
(0.03 MB PDF) Click here for additional data file.

Table S3 List of differentially expressed retrotransposon sub-families.
(0.04 MB PDF) Click here for additional data file.

Table S4 List of differentially expressed chromatin-associated genes.
(0.66 MB DOC) Click here for additional data file.

Table S5 Alignment of RNA-seq reads to genome and genes.
(0.01 MB PDF) Click here for additional data file.

Table S6 List of differentially expressed genes and related annotation.
(7.02 MB DOC) Click here for additional data file.

Table S7 List of RDR2-sensitive and RDR2-resistant 24 nt siRNA.
(1.63 MB PDF) Click here for additional data file.

Table S8 Primer sequences used for qRT-PCR experiment.
(0.01 MB PDF) Click here for additional data file.

# Supplementary material for: Loss of RNA–Dependent RNA Polymerase 2 (RDR2) Function Causes Widespread and Unexpected Changes in the Expression of Transposons, Genes, and 24-nt Small RNAs
**Source:** PLoS Genet. 2009 Nov 20;5(11):e1000737. doi: 10.1371/journal.pgen.1000737
**Supplement:** Table S3 — List of differentially expressed retrotransposon sub-families. (0.04 MB PDF)

**Table S3.** List of differentially expressed retrotransposons

| Retrotransposon ID             | No. Illumina/Solexa reads <sup>a</sup> |            | log <sub>2</sub> (FC) <sup>b</sup> | BH.FDR <sup>c</sup> |
|--------------------------------|----------------------------------------|------------|------------------------------------|---------------------|
|                                | Mutant                                 | Non-Mutant |                                    |                     |
| RLC_opie_AC198924_6206         | 12,344                                 | 29,617     | -0.8                               | 0.00E+01            |
| RLG_flip_AC213672_12280        | 16,317                                 | 14,378     | 0.7                                | 0.00E+01            |
| RLX_ipiki_AC212468_11834       | 15,260                                 | 11,162     | 0.9                                | 0.00E+01            |
| RLX_iwik_AC203371_7824         | 19,200                                 | 18,967     | 0.5                                | 1.02E-242           |
| RLC_iteki_AC214131_12504       | 25,079                                 | 27,446     | 0.3                                | 1.17E-163           |
| RLG_ansuya_AC207803_9728       | 13,053                                 | 13,682     | 0.4                                | 1.90E-115           |
| RLG_flip_AC203163_7675         | 15,353                                 | 16,674     | 0.4                                | 1.13E-105           |
| RLG_prem1_AC196065_4927        | 18,592                                 | 31,379     | -0.3                               | 9.63E-100           |
| RLG_prem1_AC200105_6751        | 22,071                                 | 36,643     | -0.3                               | 7.28E-99            |
| RLG_xilon-diguus_AC185317_1058 | 8,677                                  | 15,934     | -0.4                               | 1.08E-98            |
| RLG_xilon-diguus_AC195486_4629 | 5,650                                  | 10,894     | -0.5                               | 1.57E-90            |
| RLG_nihp AC194441_4115         | 13,881                                 | 15,234     | 0.3                                | 3.48E-88            |
| RLG_ansuya_AC208678_9984       | 9,479                                  | 9,919      | 0.4                                | 7.30E-85            |
| RLX_sari_AC184117_11           | 10,400                                 | 11,319     | 0.4                                | 1.90E-70            |
| RLX_odoj_AC194387_4072         | 8,566                                  | 15,084     | -0.3                               | 3.66E-69            |
| RLX_egisu_AC206234_9137        | 15,262                                 | 25,262     | -0.3                               | 7.72E-66            |
| RLC_ji_AC192600_3526           | 7,933                                  | 8,490      | 0.4                                | 5.95E-61            |
| RIX_ekeje_AC197537-0           | 932                                    | 2,312      | -0.8                               | 1.59E-52            |
| RLX_tekay_AC200856_6996        | 5,032                                  | 9,106      | -0.4                               | 3.73E-51            |
| RLG_cinful-zeon_AC198933_6214  | 5,007                                  | 9,065      | -0.4                               | 3.98E-51            |
| RLX_tuteh_AC183372_584         | 995                                    | 650        | 1.1                                | 1.45E-50            |
| RLG_flip_AC211750_11412        | 12,637                                 | 14,670     | 0.3                                | 4.56E-48            |
| RLG_prem1_AC212325_11702       | 22,480                                 | 35,258     | -0.2                               | 6.74E-46            |
| RLG_huck_AC190900_2713         | 6,371                                  | 6,882      | 0.4                                | 7.68E-46            |
| RLX_gunu_AC200292_6838         | 5,000                                  | 5,231      | 0.4                                | 4.81E-45            |
| RLX_hutu_AC210780_10851        | 3,822                                  | 3,852      | 0.5                                | 2.59E-43            |
| RLG_flip_AC194904_4319         | 10,111                                 | 11,684     | 0.3                                | 1.97E-40            |
| RLG_huck_AC194973_4393         | 1,416                                  | 1,167      | 0.8                                | 1.39E-38            |
| RLC_ji_AC200613_6936           | 8,746                                  | 10,054     | 0.3                                | 6.04E-37            |
| RLX_gunu_AC204937_8509         | 8,659                                  | 14,315     | -0.3                               | 6.18E-37            |
| RLG_huck_AC186656_1609         | 926                                    | 673        | 0.9                                | 1.00E-36            |
| RIX_nugimu_AC203843-0          | 620                                    | 1,546      | -0.8                               | 5.31E-36            |
| RLG_flip_AC214266_12595        | 13,577                                 | 16,289     | 0.2                                | 3.03E-35            |
| RLG_prem1_AC184142_802         | 12,769                                 | 20,390     | -0.2                               | 1.37E-34            |
| RLC_vuijon_AC194895_4312       | 7,687                                  | 8,787      | 0.3                                | 2.01E-34            |
| RLC_ji_AC182107_448            | 7,543                                  | 8,634      | 0.3                                | 2.54E-33            |
| RLG_cinful-zeon_AC203004_7602  | 14,357                                 | 22,672     | -0.2                               | 7.56E-33            |
| RLG_prem1_AC200740_6986        | 10,332                                 | 16,655     | -0.2                               | 4.65E-32            |
| RLC_ji_AC197052_5349           | 7,271                                  | 8,330      | 0.3                                | 6.63E-32            |
| RLC_ji_AC210731_10832          | 7,582                                  | 8,725      | 0.3                                | 7.70E-32            |
| RLC_giepum_AC197531_5634       | 2,734                                  | 5,013      | -0.4                               | 3.76E-31            |
| RLG_guhis_AC198413_5999        | 1,805                                  | 3,510      | -0.5                               | 4.94E-31            |
| RLX_hiimam_AC207734_9687       | 650                                    | 1,533      | -0.8                               | 3.27E-30            |
| RLG_huck_AC199418_6452         | 797                                    | 593        | 0.9                                | 6.16E-30            |

|                                |        |        |      |          |
|--------------------------------|--------|--------|------|----------|
| RLG_flip_AC208040_9765         | 12,426 | 15,002 | 0.2  | 7.95E-30 |
| RLC_ji_AC215728_13156          | 10,095 | 12,003 | 0.2  | 1.56E-29 |
| RLG_huck_AC216048_13250        | 1,426  | 1,271  | 0.6  | 1.94E-29 |
| RLG_huck_AC191259_3001         | 995    | 803    | 0.8  | 2.22E-29 |
| RIX_afeda_AC208414-0           | 1,193  | 2,464  | -0.6 | 2.26E-29 |
| RLC_ji_AC186528_1508           | 1,230  | 2,514  | -0.6 | 1.28E-28 |
| RLG_huck_AC210079_10574        | 1,239  | 1,081  | 0.7  | 7.19E-28 |
| RLG_huck_AC186603_1556         | 1,403  | 1,266  | 0.6  | 1.27E-27 |
| RLX_ilyl_AC196209_163          | 457    | 281    | 1.2  | 9.03E-27 |
| RLG_cinful-zeon_AC211573_11290 | 5,858  | 9,710  | -0.3 | 4.33E-26 |
| RLG_huck_AC195575_4652         | 461    | 296    | 1.1  | 7.97E-25 |
| RLX_defub_AC191393_106         | 1,867  | 1,844  | 0.5  | 3.97E-24 |
| RLG_huck_AC213612_12218        | 766    | 607    | 0.8  | 4.22E-24 |
| RLG_neha_AC215285_13046        | 1,804  | 3,375  | -0.4 | 4.38E-24 |
| RLG_prem1_AC201801_7095        | 11,957 | 18,713 | -0.2 | 7.72E-24 |
| RLX_crm_AC206920_9397          | 1,867  | 3,464  | -0.4 | 1.73E-23 |
| RLX_ebeg_AC213788_12351        | 857    | 1,797  | -0.6 | 4.08E-23 |
| RLG_ajajog_AC191578_3186       | 5,539  | 6,391  | 0.3  | 6.25E-23 |
| RLG_huck_AC212331_11708        | 1,212  | 1,106  | 0.6  | 6.37E-23 |
| RLC_opie_AC202033_7274         | 3,336  | 3,643  | 0.3  | 1.33E-22 |
| RLG_dagaf_AC182835_556         | 6,110  | 7,137  | 0.2  | 3.27E-22 |
| RIX_leijoh_AC212369-0          | 646    | 1,420  | -0.7 | 3.88E-22 |
| RLX_ubow_AC194933_4355         | 1,259  | 2,446  | -0.5 | 7.30E-22 |
| RLX_votaed_AC215881_13209      | 670    | 1,457  | -0.6 | 8.23E-22 |
| RLC_ji_AC190978_2799           | 7,288  | 8,665  | 0.2  | 1.30E-21 |
| RLG_huck_AC193313_3542         | 388    | 257    | 1.1  | 9.76E-20 |
| RLG_cinful-zeon_AC191523_3148  | 1,323  | 2,509  | -0.4 | 1.32E-19 |
| RIX_koajav_AC205853-0          | 351    | 857    | -0.8 | 3.53E-19 |
| RIX_ejoet_AC212216-0           | 298    | 758    | -0.9 | 3.95E-19 |
| RLC_eninu_AC191055_2893        | 598    | 479    | 0.8  | 1.68E-18 |
| RLC_ji_AC193479_3665           | 10,661 | 13,171 | 0.2  | 1.94E-18 |
| RLC_udav_AC196188_5022         | 670    | 1,404  | -0.6 | 3.30E-18 |
| RLC_ji_AC213834_12382          | 16,754 | 21,245 | 0.1  | 7.56E-18 |
| RLC_guvi_AC185473_1128         | 1,210  | 2,280  | -0.4 | 2.96E-17 |
| RLC_opie_AC217577_13524        | 3,658  | 4,177  | 0.3  | 4.78E-17 |
| RLX_eweko_AC200180_6781        | 489    | 378    | 0.8  | 6.24E-17 |
| RIX_edaej_AC215611-0           | 461    | 1,019  | -0.7 | 1.89E-16 |
| RLG_cinful-zeon_AC202991_7588  | 3,002  | 5,052  | -0.3 | 3.39E-16 |
| RLG_cinful-zeon_AC212696_11896 | 15,229 | 23,065 | -0.1 | 4.10E-16 |
| RLG_wuge_AC190810_2615         | 607    | 512    | 0.7  | 6.62E-16 |
| RLG_cinful-zeon_AC215255_13029 | 3,134  | 5,239  | -0.3 | 9.66E-16 |
| RLG_dagaf_AC195302_4533        | 6,828  | 10,734 | -0.2 | 5.54E-15 |
| RLX_wihov_AC205351_8739        | 3,401  | 5,608  | -0.2 | 1.30E-14 |
| RLG_cinful-zeon_AC194954_4372  | 4,537  | 7,305  | -0.2 | 2.44E-14 |
| RLC_opie_AC197201_5474         | 5,068  | 6,081  | 0.2  | 1.11E-13 |
| RLG_cinful-zeon_AC205031_8560  | 3,475  | 5,686  | -0.2 | 1.15E-13 |
| RLC_tufe_AC211502_11228        | 5,232  | 6,294  | 0.2  | 1.20E-13 |

|                                |        |        |      |          |
|--------------------------------|--------|--------|------|----------|
| RLC_opie_AC187149_1780         | 5,747  | 6,965  | 0.2  | 1.51E-13 |
| RLC_opie_AC210610_10772        | 1,702  | 2,970  | -0.3 | 2.33E-13 |
| RLG_cinful-zeon_AC210140_10614 | 9,294  | 14,263 | -0.1 | 3.05E-13 |
| RLC_ji_AC207234_9488           | 11,265 | 14,240 | 0.1  | 4.84E-13 |
| RLG_doke_AC186158_1307         | 959    | 945    | 0.5  | 4.90E-13 |
| RLG_huck_AC208842_10038        | 1,130  | 1,152  | 0.4  | 1.17E-12 |
| RLG_cinful-zeon_AC186614_1565  | 3,470  | 5,641  | -0.2 | 1.31E-12 |
| RLC_ji_AC202456_7443           | 9,196  | 11,540 | 0.1  | 2.34E-12 |
| RLX_nisow_AC208616_9947        | 58     | 213    | -1.4 | 9.78E-12 |
| RIX_loneok_AC193379-0          | 812    | 1,522  | -0.4 | 1.78E-11 |
| RLG_mujoj_AC186807_1674        | 450    | 924    | -0.6 | 2.85E-11 |
| RLX_bori_AC190960_100          | 244    | 172    | 1.0  | 3.80E-11 |
| RLX_naadira_AC201761_7053      | 1,903  | 2,132  | 0.3  | 6.47E-11 |
| RLG_prem1_AC191715_3282        | 17,932 | 26,569 | -0.1 | 8.07E-11 |
| RLC_wiwa_AC191531_3153         | 405    | 839    | -0.6 | 1.06E-10 |
| RLG_huck_AC199444_6460         | 633    | 603    | 0.5  | 2.44E-10 |
| RLG_cinful-zeon_AC206171_9091  | 5,357  | 8,329  | -0.2 | 5.18E-10 |
| RLG_cinful-zeon_AC199960_6694  | 2,875  | 4,648  | -0.2 | 6.76E-10 |
| RLG_gyte_AC207411_9568         | 487    | 954    | -0.5 | 2.09E-09 |
| RLX_kahoba_AC186618_29         | 340    | 288    | 0.7  | 3.58E-09 |
| RLX_peekve_AC209948_10499      | 3,164  | 5,051  | -0.2 | 3.65E-09 |
| RLC_opie_AC188002_2029         | 3,549  | 4,289  | 0.2  | 5.29E-09 |
| RLC_sawujo_AC193398_3610       | 1,133  | 1,222  | 0.4  | 5.37E-09 |
| RLG_cinful-zeon_AC186530_1513  | 12,546 | 18,686 | -0.1 | 5.59E-09 |
| RLG_cinful-zeon_AC208661_9976  | 2,102  | 3,445  | -0.2 | 9.72E-09 |
| RLG_gyma_AC212146_11616        | 917    | 1,628  | -0.4 | 1.05E-08 |
| RLG_cinful-zeon_AC208228_9805  | 6,851  | 10,432 | -0.1 | 1.41E-08 |
| RLC_ji_AC211489_11215          | 10,988 | 14,153 | 0.1  | 1.47E-08 |
| RLX_oweiw_AC190860_2662        | 45     | 159    | -1.3 | 1.83E-08 |
| RLG_cinful-zeon_AC199396_6426  | 2,658  | 4,252  | -0.2 | 4.77E-08 |
| RLX_uwum_AC213069_12092        | 4,232  | 5,219  | 0.2  | 4.88E-08 |
| RLX_leso_AC215500_13080        | 568    | 560    | 0.5  | 5.32E-08 |
| RLG_xilon-diguus_AC203313_7774 | 52,621 | 75,427 | -0.0 | 6.12E-08 |
| RLG_huck_AC214833_12913        | 447    | 425    | 0.5  | 1.20E-07 |
| RLX_hoda_AC193645_3730         | 53     | 169    | -1.2 | 1.22E-07 |
| RLX_alaw_AC197914_166          | 315    | 276    | 0.7  | 1.23E-07 |
| RLX_ubel_AC183941_731          | 38     | 136    | -1.4 | 1.55E-07 |
| RLX_ojah_AC184792_875          | 1,664  | 1,924  | 0.3  | 2.31E-07 |
| RLG_ansuya_AC191576_3184       | 853    | 1,491  | -0.3 | 3.34E-07 |
| RLX_mada_AC208456_9876         | 574    | 580    | 0.5  | 3.43E-07 |
| RLG_huck_AC203007_7610         | 777    | 824    | 0.4  | 3.47E-07 |
| RLG_cinful-zeon_AC195790_4706  | 1,867  | 3,031  | -0.2 | 4.35E-07 |
| RIX_pyelum_AC203928-0          | 813    | 1,424  | -0.3 | 4.68E-07 |
| RLG_cinful-zeon_AC205768_9013  | 11,932 | 17,619 | -0.1 | 8.83E-07 |
| RLG_huck_AC210804_10865        | 1,232  | 1,398  | 0.3  | 1.20E-06 |
| RLX_kawivo_AC186793_30         | 791    | 851    | 0.4  | 1.25E-06 |
| RLC_lusi_AC198175_5903         | 9      | 61     | -2.3 | 1.25E-06 |

|                                |        |        |      |          |
|--------------------------------|--------|--------|------|----------|
| RLX_teki_AC202867_7492         | 34     | 8      | 2.6  | 1.38E-06 |
| RLG_cinful-zeon_AC200200_6794  | 3,016  | 4,715  | -0.2 | 1.54E-06 |
| RLX_dala_AC216254_13336        | 259    | 226    | 0.7  | 1.59E-06 |
| RLG_cinful-zeon_AC193672_3742  | 11,721 | 17,284 | -0.1 | 1.97E-06 |
| RLX_vafim_AC196676_5176        | 38     | 127    | -1.3 | 2.10E-06 |
| RLG_riiryl_AC193745_3743       | 1,688  | 1,988  | 0.2  | 2.83E-06 |
| RLC_kameer_AC194009_3819       | 84     | 216    | -0.9 | 3.19E-06 |
| RLG_huck_AC186577_1525         | 2,020  | 2,417  | 0.2  | 3.60E-06 |
| RLG_cinful-zeon_AC191398_3106  | 1,963  | 3,139  | -0.2 | 3.66E-06 |
| RIL_etiti_AC211734-0           | 419    | 778    | -0.4 | 5.30E-06 |
| RLG_prem1_AC215184_12949       | 23,209 | 33,573 | -0.1 | 5.77E-06 |
| RLG_cinful-zeon_AC177813_189   | 13,225 | 19,382 | -0.1 | 6.33E-06 |
| RLG_cinful-zeon_AC216587_13387 | 2,770  | 4,314  | -0.2 | 9.18E-06 |
| RLX_bobeg_AC193485_3670        | 216    | 187    | 0.7  | 9.64E-06 |
| RLG_apil_AC198662_6085         | 8      | 52     | -2.2 | 9.88E-06 |
| RLC_tata_AC205418_8792         | 49     | 143    | -1.1 | 1.30E-05 |
| RLG_grande_AC214148_12520      | 2,647  | 3,254  | 0.2  | 1.30E-05 |
| RLC_stonor_AC212476_11849      | 269    | 527    | -0.5 | 1.33E-05 |
| RLC_ulyg_AC196397_5082         | 8,605  | 12,746 | -0.1 | 1.37E-05 |
| RLG_doke_AC197224_5479         | 6,271  | 8,063  | 0.1  | 1.84E-05 |
| RLX_vusu_AC187081_1751         | 119    | 270    | -0.7 | 2.14E-05 |
| RLX_mibaab_AC205139_8652       | 9      | 53     | -2.1 | 2.57E-05 |
| RLG_gyma_AC189750_2238         | 3,972  | 6,041  | -0.1 | 3.03E-05 |
| RLG_cinful-zeon_AC194588_4160  | 7,182  | 10,665 | -0.1 | 3.95E-05 |
| RLG_cinful-zeon_AC207332_9527  | 3,646  | 5,558  | -0.1 | 4.40E-05 |
| RLC_opie_AC202020_7258         | 4,200  | 5,335  | 0.1  | 5.65E-05 |
| RLC_opie_AC196469_5133         | 12,715 | 18,546 | -0.1 | 6.79E-05 |
| RLX_demo_AC202036_173          | 203    | 406    | -0.5 | 6.79E-05 |
| RLG_cinful-zeon_AC194967_4388  | 3,078  | 4,719  | -0.1 | 6.92E-05 |
| RLG_cinful-zeon_AC177930_407   | 3,587  | 5,459  | -0.1 | 7.09E-05 |
| RLG_lata_AC191117_2960         | 944    | 1,559  | -0.2 | 8.88E-05 |
| RLX_uwum_AC177933_415          | 7,207  | 10,668 | -0.1 | 9.65E-05 |
| RLC_ekoj_AC194603_4173         | 742    | 834    | 0.3  | 1.10E-04 |
| RLG_cinful-zeon_AC203825_7980  | 2,490  | 3,831  | -0.1 | 2.41E-04 |
| RLG_huck_AC208546_9913         | 543    | 595    | 0.3  | 2.52E-04 |
| RLG_lyruom_AC185669_1267       | 20     | 72     | -1.4 | 2.58E-04 |
| RLC_anar_AC206985_9422         | 202    | 393    | -0.5 | 3.15E-04 |
| RLX_milt_AC211742_11402        | 2,298  | 3,537  | -0.1 | 4.27E-04 |
| RLX_ywely_AC190897_98          | 97     | 212    | -0.7 | 5.87E-04 |
| RLG_gyma_AC197250_5506         | 5,324  | 6,909  | 0.1  | 6.83E-04 |
| RLG_cinful-zeon_AC199790_6582  | 6,646  | 9,785  | -0.1 | 7.71E-04 |
| RLG_cinful-zeon_AC207755_9705  | 7,239  | 10,629 | -0.1 | 8.28E-04 |
| RLG_feki_AC195127_4412         | 30     | 88     | -1.1 | 8.28E-04 |
| RLX_daju_AC190492_79           | 18     | 63     | -1.3 | 9.00E-04 |
| RLX_ebel_AC210216_10670        | 72     | 165    | -0.7 | 1.18E-03 |
| RLG_cinful-zeon_AC211144_11003 | 3,624  | 5,427  | -0.1 | 1.42E-03 |
| RLX_ebel_AC188777_2128         | 86     | 187    | -0.6 | 1.51E-03 |

|                                |        |        |      |          |
|--------------------------------|--------|--------|------|----------|
| RLX_liove_AC207121_9462        | 3,335  | 5,005  | -0.1 | 1.65E-03 |
| RLX_bida_AC205396_8768         | 1,182  | 1,867  | -0.2 | 1.68E-03 |
| RLG_apil_AC204354_8209         | 6      | 33     | -2.0 | 1.73E-03 |
| RLG_cinful-zeon_AC209373_10201 | 6,418  | 9,417  | -0.1 | 2.10E-03 |
| RLX_ebel_AC211737_11397        | 82     | 178    | -0.6 | 2.15E-03 |
| RLX_lamyab_AC208713_10008      | 9      | 40     | -1.7 | 2.27E-03 |
| RLC_nida_AC206942_9401         | 3,749  | 4,837  | 0.1  | 2.34E-03 |
| RLC_victim_AC183319_577        | 137    | 270    | -0.5 | 2.36E-03 |
| RLX_petopi_AC195376_4582       | 15     | 53     | -1.3 | 2.50E-03 |
| RLC_opie_AC187207_1792         | 6,480  | 8,517  | 0.1  | 2.58E-03 |
| RLG_prem1_AC186287_1362        | 9,183  | 13,341 | -0.1 | 2.64E-03 |
| RLX_naseup_AC196428_5108       | 3,197  | 4,108  | 0.1  | 3.10E-03 |
| RIX_totyru_AC203014-0          | 151    | 291    | -0.5 | 3.15E-03 |
| RLX_jelat_AC194217_3960        | 26     | 74     | -1.0 | 3.43E-03 |
| RLG_cinful-zeon_AC213887_12415 | 4,325  | 6,403  | -0.1 | 3.45E-03 |
| RLX_gufa_AC194066_3854         | 42     | 104    | -0.8 | 4.11E-03 |
| RLX_baso_AC192251_3423         | 649    | 759    | 0.2  | 4.29E-03 |
| RLG_boja_AC200053_6723         | 9      | 38     | -1.6 | 4.80E-03 |
| RLX_mako_AC200748_6991         | 54     | 124    | -0.7 | 5.30E-03 |
| RLX_fanuab_AC193594_3712       | 11     | 42     | -1.5 | 5.64E-03 |
| RLX_nuhan_AC206272_9161        | 2,182  | 3,299  | -0.1 | 6.04E-03 |
| RLC_opie_AC214122_12495        | 5,466  | 7,183  | 0.1  | 6.09E-03 |
| RLX_osed_AC191084_2931         | 595    | 695    | 0.2  | 6.09E-03 |
| RLG_cinful-zeon_AC183943_734   | 2,111  | 3,192  | -0.1 | 6.95E-03 |
| RLX_mafigi_AC216705_13396      | 12     | 43     | -1.4 | 6.95E-03 |
| RLX_milt_AC194936_4356         | 763    | 1,219  | -0.2 | 7.05E-03 |
| RLG_cinful-zeon_AC208420_9852  | 3,383  | 5,024  | -0.1 | 7.18E-03 |
| RLX_pute_AC197188_5467         | 140    | 266    | -0.5 | 7.18E-03 |
| RLC_gudyeg_AC206942_9404       | 510    | 837    | -0.2 | 8.02E-03 |
| RLX_tekay_AC211245_11065       | 5,429  | 7,946  | -0.1 | 8.02E-03 |
| RLX_yreud_AC198385_5976        | 550    | 898    | -0.2 | 8.02E-03 |
| RLC_bote_AC211535_11252        | 10     | 38     | -1.5 | 8.62E-03 |
| RLG_aneas_AC203312_7773        | 15     | 49     | -1.2 | 8.99E-03 |
| RLX_dugiab_AC207724_9683       | 8,602  | 11,456 | 0.1  | 8.99E-03 |
| RLX_lamyab_AC215655_13126      | 32     | 81     | -0.9 | 1.11E-02 |
| RLX_pibo_AC201915_172          | 35     | 86     | -0.8 | 1.13E-02 |
| RLC_ruda_AC206281_9164         | 1,466  | 1,841  | 0.1  | 1.17E-02 |
| RLX_japov_AC213985_12447       | 320    | 356    | 0.3  | 1.20E-02 |
| RLX_etug_AC187099_1770         | 77     | 159    | -0.6 | 1.21E-02 |
| RIX_keneat_AC209697-0          | 145    | 268    | -0.4 | 1.41E-02 |
| RLX_bumy_AC216354_13379        | 281    | 481    | -0.3 | 1.41E-02 |
| RLG_ywyt_AC209975_10517        | 494    | 579    | 0.2  | 1.57E-02 |
| RLX_milt_AC209648_10275        | 379    | 629    | -0.3 | 1.61E-02 |
| RLG_grande_AC190611_2432       | 2,250  | 3,365  | -0.1 | 1.71E-02 |
| RLX_hesa_AC204349_8207         | 10     | 36     | -1.4 | 1.71E-02 |
| RLX_hopscotch_AC209396_10229   | 29     | 73     | -0.9 | 1.71E-02 |
| RLC_leviathan_AC208826_10024   | 11,307 | 16,226 | -0.0 | 1.88E-02 |

|                               |        |        |      |          |
|-------------------------------|--------|--------|------|----------|
| RLC_wamenu_AC191287_3028      | 80     | 160    | -0.5 | 1.89E-02 |
| RLX_vedi_AC198992_6258        | 227    | 394    | -0.3 | 1.89E-02 |
| RLG_grande_AC214497_12729     | 1,753  | 2,644  | -0.1 | 1.92E-02 |
| RLX_wiolus_AC210058_10567     | 5      | 24     | -1.8 | 1.93E-02 |
| RLX_halo_AC205330_8725        | 3      | 19     | -2.2 | 2.06E-02 |
| RLC_bipide_AC205969_9058      | 128    | 236    | -0.4 | 2.73E-02 |
| RLG_ivuk_AC194103_3869        | 1      | 12     | -3.1 | 2.81E-02 |
| RLC_ruda_AC195952_4839        | 1,905  | 2,448  | 0.1  | 2.84E-02 |
| RLC_vuna_AC193505_121         | 1      | 13     | -3.2 | 2.90E-02 |
| RLG_yfages_AC197085_5383      | 5      | 23     | -1.7 | 2.90E-02 |
| RLG_boha_AC205574_8933        | 4      | 20     | -1.8 | 3.08E-02 |
| RLX_mada_AC215312_13067       | 2,779  | 4,103  | -0.1 | 3.14E-02 |
| RLX_uwub_AC195372_161         | 693    | 1,086  | -0.2 | 3.29E-02 |
| RLC_raider_AC209705_10304     | 103    | 194    | -0.4 | 3.30E-02 |
| RLX_arar_AC208428_9858        | 12     | 37     | -1.2 | 3.35E-02 |
| RLX_panen_AC192606_115        | 294    | 490    | -0.3 | 3.38E-02 |
| RLC_nida_AC201982_7215        | 3,850  | 5,076  | 0.1  | 3.71E-02 |
| RLX_lyna_AC194093_3868        | 146    | 260    | -0.4 | 3.83E-02 |
| RLG_cinful-zeon_AC201757_7049 | 10,158 | 13,673 | 0.0  | 4.03E-02 |
| RLG_cinful-zeon_AC206615_9266 | 7,913  | 11,381 | -0.1 | 4.03E-02 |
| RLG_fourf_AC202975_7570       | 1,285  | 1,945  | -0.1 | 4.04E-02 |
| RLX_toro_AC197199_5471        | 124    | 225    | -0.4 | 4.05E-02 |
| RLG_cinful-zeon_AC205118_8623 | 2,142  | 3,178  | -0.1 | 4.31E-02 |
| RLX_eugene_AC200048_6717      | 2,036  | 2,637  | 0.1  | 4.35E-02 |
| RLC_opie_AC211653_11340       | 7,072  | 9,466  | 0.1  | 4.47E-02 |
| RLG_laiwa_AC214288_12602      | 4      | 19     | -1.8 | 4.47E-02 |
| RLC_dadeir_AC201957_7187      | 2      | 14     | -2.3 | 4.77E-02 |
| RLX_ovev_AC199878_6641        | 7      | 26     | -1.4 | 4.77E-02 |
| RLC_tiwē_AC187032_1709        | 17     | 45     | -0.9 | 4.82E-02 |
| RLC_dolovu_AC211740_11400     | 3      | 17     | -2.0 | 4.84E-02 |

<sup>a</sup> The number of reads mapped to each gene model from mutant and non-mutant RNA-seq

<sup>b</sup>  $\log_2$  transformation of foldchange as the relative abundance of transcripts in mutants/non-mutants

<sup>c</sup> The false discovery rate calculated using Benjamini and Hochberg's procedure for the p value from Fisher's exact test

# Supplementary material for: Loss of RNA–Dependent RNA Polymerase 2 (RDR2) Function Causes Widespread and Unexpected Changes in the Expression of Transposons, Genes, and 24-nt Small RNAs
**Source:** PLoS Genet. 2009 Nov 20;5(11):e1000737. doi: 10.1371/journal.pgen.1000737
**Supplement:** Table S4 — List of differentially expressed chromatin-associated genes. (0.66 MB DOC)

**Table S4.** List of differentially expressed chromatin-associated genes

a The number of reads mapped to each gene model from mutant and non-mutant RNA-seq

b log2 transformation of foldchange as the relative abandunce of transcripts in mutants/non-mutants

c The fasle discovery rate calculated using Benjamini and Hochberg’s procedure for the p value from Fisher’s exact test

# Supplementary material for: Loss of RNA–Dependent RNA Polymerase 2 (RDR2) Function Causes Widespread and Unexpected Changes in the Expression of Transposons, Genes, and 24-nt Small RNAs
**Source:** PLoS Genet. 2009 Nov 20;5(11):e1000737. doi: 10.1371/journal.pgen.1000737
**Supplement:** Table S6 — List of differentially expressed genes and related annotation. (7.02 MB DOC)

**Table S6.** List of differentially expressed genes

[truncated: 150,849 more chars]

# Supplementary material for: Loss of RNA–Dependent RNA Polymerase 2 (RDR2) Function Causes Widespread and Unexpected Changes in the Expression of Transposons, Genes, and 24-nt Small RNAs
**Source:** PLoS Genet. 2009 Nov 20;5(11):e1000737. doi: 10.1371/journal.pgen.1000737
**Supplement:** Table S7 — List of RDR2-sensitive and RDR2-resistant 24 nt siRNA. (1.63 MB PDF)

**Table S7.** List of RDR2-sensitive and RDR2-resistant 24 nt siRNAs

| siRNA sequence            | No. 24 nt siRNAs |            | Type           |
|---------------------------|------------------|------------|----------------|
|                           | Mutant           | Non-mutant |                |
| AAAAAAAAAAAAAAAAAAAAA     | 14               | 0          | RDR2-resistant |
| AAAAAATCGAGAGGACGGTGGCAT  | 0                | 9          | RDR2-sensitive |
| AAAAAGCTCGTAGTTGGACCTTGG  | 90               | 21         | RDR2-resistant |
| AAAAATACTCGTTTGGCACGGCTC  | 0                | 9          | RDR2-sensitive |
| AAAAATACTGTAGAAGCCGCAGCC  | 2                | 18         | RDR2-sensitive |
| AAAAATTGTGTGCTTTGAGCCGGC  | 0                | 10         | RDR2-sensitive |
| AAAAATTGTTGGGCTTTCTTGGC   | 0                | 15         | RDR2-sensitive |
| AAAACACTCGGCAAAGAATATGGC  | 0                | 17         | RDR2-sensitive |
| AAAACCACAATCGTGATATCGGAG  | 51               | 6          | RDR2-resistant |
| AAAACCCGGGCTGTGAGAGGAGGG  | 2                | 25         | RDR2-sensitive |
| AAAACCGGATGCAGAAGATGTACG  | 49               | 0          | RDR2-resistant |
| AAAACCGTTCGAGCTAGGCTAGCAC | 0                | 23         | RDR2-sensitive |
| AAAACGCGACGGGGCATTGTAAGT  | 74               | 1          | RDR2-resistant |
| AAAACGGCTGGCTCTTTGATGGCT  | 0                | 19         | RDR2-sensitive |
| AAAACGGTTCGAAACGGTATTTAT  | 1                | 23         | RDR2-sensitive |
| AAAACGTCACTGTAAATAGGTTTA  | 0                | 14         | RDR2-sensitive |
| AAAAC TAGGACAGAACGGCTCCGT | 0                | 43         | RDR2-sensitive |
| AAAAC TACCAGTTGATCCGTGGC  | 16               | 0          | RDR2-resistant |
| AAAAC TCGATTCAATCGTCTGCT  | 46               | 0          | RDR2-resistant |
| AAAAC TCGGACAGAACGGCTCCAT | 0                | 9          | RDR2-sensitive |
| AAAAC TGGGACAGAACGGCTCCAT | 0                | 9          | RDR2-sensitive |
| AAAAC TGGGACAGAACGGCTCCGT | 1                | 55         | RDR2-sensitive |
| AAAAC TGGGATAGAACGGCTCCGT | 0                | 10         | RDR2-sensitive |
| AAAAC TGTGTTACCTCGGCGTCAT | 0                | 10         | RDR2-sensitive |
| AAAAGAGCTCAAAGCCTGCGGCAC  | 0                | 15         | RDR2-sensitive |
| AAAAGAGGGTGGCATAGAACTGAG  | 31               | 2          | RDR2-resistant |
| AAAAGGAACCAACGGACAGGGCAA  | 0                | 10         | RDR2-sensitive |
| AAAAGGATGGTAGTGGTGGGGAAT  | 0                | 10         | RDR2-sensitive |
| AAAAGGCGGCTCAGCTATGAAGAG  | 0                | 10         | RDR2-sensitive |
| AAAAGGCTGGCTTGCGTTCGCTTC  | 1                | 12         | RDR2-sensitive |
| AAAAGGGCGGGCCTGTTTTATTTT  | 14               | 0          | RDR2-resistant |
| AAAAGGTTAAGAAGGTATGATAAC  | 36               | 1          | RDR2-resistant |
| AAAAGTACTCGGCAAAGAGGCTGT  | 1                | 12         | RDR2-sensitive |
| AAAAGTGTGTGACTCGTGCGGTGC  | 23               | 0          | RDR2-resistant |
| AAAAGTTATGGACTGACGGTTGGT  | 0                | 9          | RDR2-sensitive |
| AAAAGTTGTAGTTTTATTAGCAGA  | 15               | 0          | RDR2-resistant |
| AAAATACAATGTTATTTTCGTCCG  | 1                | 14         | RDR2-sensitive |
| AAAATACTGTAGAAGCCGCAGCCG  | 0                | 13         | RDR2-sensitive |
| AAAATACTGTAGATGGCGTTGTTT  | 0                | 12         | RDR2-sensitive |
| AAAATAGAAGGTTATTTTCGTCCG  | 0                | 11         | RDR2-sensitive |
| AAAATAGGACACATTTTCGTCCGT  | 0                | 12         | RDR2-sensitive |
| AAAATATCTGATCTGTTAGATGGT  | 50               | 0          | RDR2-resistant |
| AAAATGGTTGTCCATATGTCGGAT  | 0                | 13         | RDR2-sensitive |
| AAAATGTAGTTAGCGGAGTGGCTC  | 26               | 0          | RDR2-resistant |
| AAAATGTGGCTGTACGGACGCGGA  | 0                | 9          | RDR2-sensitive |
| AAAATTCACCGGACTGTACGGTAT  | 1                | 30         | RDR2-sensitive |

|                           |     |     |                |
|---------------------------|-----|-----|----------------|
| TCGGCAGAGGACAGCACTCGGCAA  | 11  | 155 | RDR2-sensitive |
| TCGGCAGAGTGACTGGTTGGATAG  | 0   | 17  | RDR2-sensitive |
| TCGGCAGGTCACACTAGGACGGAT  | 0   | 9   | RDR2-sensitive |
| TCGGCAGTGGATCCGTGACCCGGC  | 0   | 12  | RDR2-sensitive |
| TCGGCATACGAAGACACTCGGTAA  | 0   | 15  | RDR2-sensitive |
| TCGGCATAGAACGACACTCGGCAA  | 2   | 20  | RDR2-sensitive |
[truncated: 326,023 more chars]

# Supplementary material for: Loss of RNA–Dependent RNA Polymerase 2 (RDR2) Function Causes Widespread and Unexpected Changes in the Expression of Transposons, Genes, and 24-nt Small RNAs
**Source:** PLoS Genet. 2009 Nov 20;5(11):e1000737. doi: 10.1371/journal.pgen.1000737
**Supplement:** Table S8 — Primer sequences used for qRT-PCR experiment. (0.01 MB PDF)

**Table S8.** Primer sequences used for qRT-PCR experiment

| Gene <sup>a</sup>  | Sequence for forward primer | Sequence for reverse primer |
|--------------------|-----------------------------|-----------------------------|
| <i>hAT</i>         | AATGCTATGGAGGTGGACGA        | AGCAATCCATGCTTGTTGA         |
| <i>ago4a</i>       | GCCCACCCACTATCATGTTC        | TCTCGTCGGCATTAAACCT         |
| <i>ago4b</i>       | TCGAAGTTCCTTGGATGACA        | TCATTCCTGGAAAGCCAGAT        |
| <i>ago4c</i>       | CGCACCCAATCACCTAAAAT        | CCGTGGCTTAAACAATGAGTC       |
| <i>ddm1</i>        | GCCCCTGCAGAAGTAGCTTT        | TGGGTACCGTACGGAGAGTC        |
| <i>liguleless3</i> | GATCTGGCATGTGGAGTGAC        | CAACCTCAGCTCAGCAGATT        |
| <i>met1</i>        | TGCACCATGAGAAAGTTTTCC       | CTTAGCTTCATGGGTCATGG        |
| <i>MULE</i>        | AGTGCAAGTGTGGTGGTCAA        | CCATGTTGTGATGCTAAAACG       |

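Table S8 gives the primer pairs of the qRT-PCR experiment, in which transcripts were measured in independent RNA samples from *mop1* mutant and non-mutant SAMs. An RNA from a human gene was added to each reaction as the reference for normalization, and the ΔΔCt of each biological replication entered a t-test. The qRT-PCR values themselves were not analysed here. The 8 pairs were searched for in the 32540 gene models of the filtered gene set (B73 reference, release 4a.53) on both strands. Of the 16 primers, 7 had an exact site, and 10 had a site when 1 mismatch was allowed.
Both *liguleless3* primers matched exactly in the same model. This pair encloses 66 bases of GRMZM2G087741 on chromosome 3 (53549196 to 53549261), 220 bases from the 3′ end of the model, with the sequence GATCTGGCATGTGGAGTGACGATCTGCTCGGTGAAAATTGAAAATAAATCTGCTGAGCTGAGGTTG. Likewise, the *ago4b* pair encloses 176 bases of GRMZM2G419182 on chromosome 8 (2519056 to 2519231), 635 bases from the 3′ end. In this model, the primer that Table S8 names as reverse lies on the coding strand. The gene models include introns and their exon positions were not used here, so these lengths are genomic.
The *met1* reverse primer matched exactly in GRMZM2G333916 (chromosome 7, 11012377 to 11018774, reverse strand) and in GRMZM2G334041 (chromosome 7, 11031086 to 11037097, forward strand), which lie 12.3 kb apart. In both models the site ends 319 bases before the 3′ end. On either strand, only 18.3% and 17.1% of the words of 32 bases of these models, respectively, were single among the gene models. On the given strand of the reference only, the shares were 97.2% and 100%, but this setting does not count a copy on the opposite strand. The *met1* forward primer had no site in the gene models, even with 1 mismatch. Because the models include introns, a primer that spans an exon junction would have no site in them. A missing site therefore does not show that a primer misses the transcript of its gene. The *ago4c* forward and reverse primers had no exact site. With 1 mismatch each, they enclose 51 bases of GRMZM2G419182 (2519846 to 2519896), the model with the exact sites of the *ago4b* pair. Counted from the 5′ end of the primer, the mismatch of the forward primer is T15A and that of the reverse primer is T16C, with the base of the primer first and that of the site last. The *ago4c* reverse primer also had a site with 1 mismatch, C1T, in GRMZM2G390207 on chromosome 4 (19418754 to 19418774). The *ago4b* reverse primer had a site with 1 mismatch, G9A, in the same model (19419353 to 19419372). The *ago4a* forward primer had a site with 1 mismatch, C4G, in GRMZM2G141818 on chromosome 6 (168423218 to 168423237), and its reverse primer had none. No site with up to 1 mismatch was found for the primers of the transposons *hAT* and *MULE*. The paper aligned reads to transposon families apart from this gene set, so this absence says nothing about these primers.

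**Figure D1:**
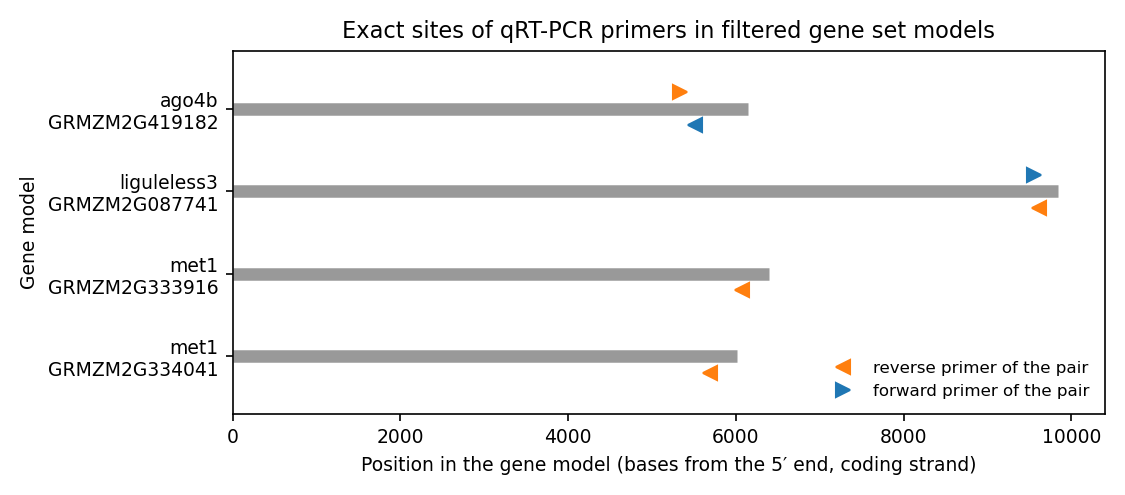
Exact sites of primers of the *ago4b*, *liguleless3* and *met1* pairs of Table S8 in gene models of the filtered gene set. Each grey bar is a gene model drawn from its 5′ end (horizontal axis, bases) and labelled with the gene of the primer pair and the identifier of the model. Triangles mark the 5′ end of each primer, pointing right above the bar for a primer on the coding strand and left below it for a primer on the opposite strand, with forward primers in blue and reverse primers in orange. The stretches enclosed by the *ago4b* and *liguleless3* pairs end 635 and 220 bases before the 3′ ends of their models, and the site of the *met1* reverse primer ends 319 bases before the 3′ end of each of its models.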

<sup>a</sup> Details are provided in the legend of Figure 2.

How the deposited data were processed for this re-analysis (not part of the article)

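RNA from SAMs was measured in 1 *mop1* mutant pool (12 SAMs) and 1 non-mutant pool (10 SAMs), collected 14 days after planting. The authors aligned reads of 32 bases to the B73 reference (release 4a.53) with NOVOALIGN, kept reads that mapped uniquely, and projected them onto gene models and onto chromatin-associated genes. The deposited data used here are the 32540 gene model sequences with their coordinates, which hold no measured values and so have no unit. Read counts by gene model were not analysed here as deposited data. Read counts that the paper prints in Tables S3, S4 and S6 were used in the closing section only, and they are the paper's.

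The gene model sequences were read on their stated coding strand. The strand was checked on 1597 overlapping pairs of models, and the overlapping bases were identical in 1597 of them. Overlapping models were merged before words of 32 bases were counted on both strands, so that an overlap did not count as a repeat. The alternatives were words of 28 bases, words of 36 bases and words on the given strand of the reference only. The word count was tested on 30 simulated sequences with known repeats, and the largest difference from the true share was 0.0337 percentage points. The repeat was planted more than once on each strand, so the expected shares did not depend on whether inverted copies were counted. The test therefore could not check that step. Primers were searched for as exact matches on both strands, with 1 mismatch as the alternative. The sites of 1 primer pair of Table S8 are not reported here. Gene names come from the paper's tables and, for names only, from RefSeq synonyms of the assembly Zm-B73-REFERENCE-NAM-5.0, in which 18527 entries carry an identifier of the kind used by the gene models. No coordinates were taken from that assembly.

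For the 286 chromatin-associated genes of Table S4, a two-sided Fisher's exact test was computed per gene on the paper's reads, with the totals of 2156241 and 3248869 mapped reads that the methods state and Benjamini-Hochberg adjustment over the 286 genes at 0.05. These totals, called the library totals below, match in size the paper's counts of reads aligned to gene models. The log2(FC) is the mutant over the non-mutant share of the total. Its standard error covers counting only. These tests compare 2 libraries and not the genotypes, since there is 1 library for each. Other totals (sums over the listed genes, uniquely mapped reads, sums without the 10 genes with the most reads), the likelihood ratio test of the methods, adjustment over 361 genes and a minimum of 20 reads over both libraries were tried. In simulated reads at the same totals, with 200 genes changed by a log2(FC) of 1 and 86 unchanged, 192 of the 200 were called in the true direction and 5 of the 86 unchanged genes were called. The offset between the printed log2(FC) and the log2 ratio of reads was taken as the median over the rows of each table, with a minimum of 20 reads in each library as the alternative.

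The genes named are those of Tables 2 and 3, those with a primer pair in Table S8, *mop1*, the 3 chromatin-associated genes with the most reads, and, of the genes of Table S4 whose identifier is also in a protein name of Table S6, the 4 with the most reads, with the rest summarised. This rule and the alternatives were set before the deposited data were examined, but after the supplementary tables had been read. Links between Tables S4 and S6 through RefSeq synonyms were chosen after seeing the data. CRD101 had conflicting links and was left out. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Small RNA sequences, transposon families and the qRT-PCR values were not analysed here.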

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

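The size of the filtered gene set was 32540 with distinct identifiers and 32405 with identical sequences counted once. Of the 19 primers searched, including those used for genotyping, 10 had an exact site and 13 had a site with up to 1 mismatch. The number of gene models with fewer than 50% single words was 3273 with words of 32 bases on both strands, 3584 with words of 28 bases and 3061 with words of 36 bases. It was 2174 when words were compared on the given strand of the reference only, since that setting leaves out inverted copies by construction.

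The choice of totals changed the results for the chromatin-associated genes of Table S4. With the library totals of the methods, 206 of the 286 genes were called, 89 higher and 117 lower in the mutant (56.8% lower, 95% Wilson interval 50.0% to 63.4%). With the sums of the reads over the listed genes as the totals, 286 were called, 70 higher and 216 lower (75.5% lower). With those sums taken without the 10 genes with the most reads, 271 were called, 70 higher and 201 lower (74.2% lower). The share of called genes that were lower was 58.3% with uniquely mapped reads as the totals, 57.2% with the likelihood ratio test, 56.4% with adjustment over 361 genes and 56.8% with a minimum of 20 reads over both libraries, with 202 to 211 genes called. The ratio of the totals shows the cause of the change between the library totals and the sums, since its log2 is 0.59 for the library totals, -0.01 for the sums and 0.09 for the sums without the 10 genes, and every log2(FC) moves by the difference. Between the library totals and the sums, 117 genes were called lower under both, 70 higher under both and 19 in opposite directions.

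Of the 21 chromatin-associated genes named, the sign of the log2(FC) changed for 6 under both kinds of sums, and the values with the sums over the listed genes and with the sums without the 10 genes with the most reads follow in this order. They were -0.46 and -0.36 for DCL104, -0.43 and -0.32 for AGO119, -0.56 and -0.46 for CHR101, -0.26 and -0.16 for HFO109, -0.11 and -0.0036 for HON101, and -0.34 and -0.24 for HDA110. With the library totals these genes had a log2(FC) of 0.14, 0.18, 0.046, 0.34, 0.50 and 0.26. HFO109 was called higher with the library totals and lower under both kinds of sums. HON101 was called higher with the library totals and lower with the sums over the listed genes, and was not called with the sums without the 10 genes. DCL104, AGO119, CHR101 and HDA110 were not called with the library totals, and DCL104 and HDA110 were not called with the sums without the 10 genes. A change of totals moves all genes alike, so these changes of sign are not specific to the genes. In addition, 4 genes that were not called with the library totals (AGO104, DMT105, DMT106 and HDA108) were called lower under both kinds of sums, and DMT106 was also called with uniquely mapped reads. The other 3 alternatives changed the direction or the call of none of the 21 genes. Outside these genes, an alternative chosen after seeing the data gave *liguleless3* of Table S6 a log2(FC) of -0.10 with the sums over the listed genes, against 0.50 with the library totals.

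The median offset between the printed log2(FC) and the log2 ratio of reads did not move with a minimum of 20 reads in each library, and was 0.47 in Table S3, -0.01 in Table S4 and 0.59 in Table S6. The copy of Table S3 used holds 262 rows, where the paper counts 432 differentially expressed sub-families. The copy of Table S6 used holds 4346 of the paper's 6016 rows. No paired analysis was possible because there is 1 library per genotype. For the same reason the tests cover counting error only.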

Differences from the paper's values

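The log2(FC) values of Table 2 were recomputed from the paper's reads in Table S4 with the library totals of the methods. All 15 differed from the paper's by more than their counting error, taken here as 1 counting standard error. For the biogenesis of small RNAs, the value was 1.83 for DCL102 (the paper's 1.2) and 0.14 for DCL104 (the paper's -0.5). For *de novo* methylation, it was -0.049 for AGO104 (the paper's -0.7), -0.92 for AGO105 (the paper's -1.7), 0.18 for AGO119 (the paper's -0.5), -0.80 for CHR127 (the paper's -1.3), -0.56 for DMT101 (the paper's -1.0) and -0.23 for DMT106 (the paper's -0.7). For the maintenance of methylation, it was -0.35 for DMT102 (the paper's -1.0), -0.036 for DMT105 (the paper's -0.7), -0.49 for SDG118 (the paper's -1.0), -0.048 for HDA108 (the paper's -0.7) and 0.046 for CHR101 (the paper's -0.5). For demethylation, it was -0.54 for DNG101 (the paper's -1.0) and -1.06 for DNG103 (the paper's -1.7). The sums of the reads over the listed genes as the totals brought 14 of the 15 values within counting error of the paper's. This alternative was set before the deposited data were examined, but after the supplementary tables with these reads had been read. Both values of a gene come from the same reads, so counting error is only a yardstick here and not the spread between them. The gaps were 0.44 to 0.78 with the library totals and 0.026 to 0.17 with the sums, the largest for AGO105 (-1.53 against the paper's -1.7), then DMT101 (-1.16 against -1.0), DNG101 (-1.14 against -1.0) and DMT106 (-0.83 against -0.7, where the paper's Table S4 prints -0.83). On the scale of the log2 of the fold change rounded to 1 decimal, chosen after seeing the values, 14 of the 15 genes had the paper's value with the sums over the listed genes, DMT106 included with -0.74, and DMT101 had -1.32 against the paper's -1.0. With the library totals none of the 15 had it. Without that rounding, the sums without the 10 genes with the most reads brought 9 values within counting error, with a largest gap of 0.28, and uniquely mapped reads as the totals, the likelihood ratio test, adjustment over 361 genes and the minimum of 20 reads brought none.

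The copy of Table S3 used here holds 262 of the paper's 432 rows, and no alternative applies to this number.

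For the RNA-seq fold of *ago4a* (AGO104), the paper shows about 2.8-fold lower in Fig. 2, read by eye, and the library totals gave 1.03-fold lower. The sums over the listed genes gave 1.57, and none of the alternatives set before the deposited data were examined closed the gap. For *met1* (DMT101), the paper shows about 2.5-fold lower in Fig. 2, read by eye, and the library totals gave 1.47-fold lower. The sums over the listed genes (2.24) and the sums without the 10 genes with the most reads (2.08) closed the gap, and the other 4 alternatives left it open. For *ago4b* (AGO105), the paper shows about 1.4-fold lower in Fig. 2, read by eye, and the library totals gave 1.90. The sums over the listed genes gave 2.88, which is further from that value. With these sums, the value of AGO105 (2.88) lies near the bar drawn for *ago4a* and the value of AGO104 (1.57) near the bar drawn for *ago4b*.

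Fig. 2 draws the RNA-seq decrease of *ago4a* as the larger of the *ago4a* and *ago4b* decreases. In the paper's reads the order is the opposite, with 707 mutant and 1102 non-mutant reads for AGO104 and 77 and 220 for AGO105, and no choice of totals can change this order, since it moves both genes by the same factor. The paper states that almost all RdDM genes of Table 2 were lower in the mutant. With the library totals, 7 of the 15 were called lower, 1 was called higher and 7 were not called. With the sums over the listed genes, 14 were called lower and 1 was called higher. For the chromatin-associated genes as a group, the paper's share of lower genes among those called is 76%, and the library totals gave 56.8% and the sums over the listed genes 75.5%.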

Other observations

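The tests in this part were chosen after the printed reads and log2(FC) values of the supplementary tables had been seen. All reads given here are the paper's, from 1 library per genotype, and the standard errors cover counting only. The gene that carries the mutation is given first. The *mop1* gene model GRMZM2G042443 had 14 mutant and 87 non-mutant reads in Table S6, with the paper's log2(FC) of -2.04 (counting standard error 0.42), so that the label of the mutant library and the reads of its mutated gene go in the same direction.

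The printed log2(FC) values of Tables S4 and S6 rest on different totals. The median of the printed log2(FC) minus the log2 ratio of reads was 0.59 over 4312 rows of Table S6, which is also the log2 ratio of the library totals in the methods (0.59). In Table S3 it was 0.47 over 262 rows, which is also away from the library totals. The log2 ratio of the sums of the reads in those rows was 0.47 as well. In Table S4 the median was -0.01 over all 286 rows, with a range of -0.02 to -0.01. Uniquely mapped reads as the totals of Table S4 are argued against, since the offset lies -0.56 from their log2 ratio. The offset lies 0.00215 from the log2 ratio of the sums over the listed genes (252177 mutant and 249818 non-mutant reads), which is consistent with the hypothesis that reads on the chromatin-associated genes served as the totals of Table S4. A related value is that the recomputed false discovery rates with these sums had a median log10 ratio of -0.107 to the printed ones, where adjustment over 361 in place of 286 genes would give -0.101. The sums over the listed genes equal 11.7% of the mutant library total and 7.69% of the non-mutant library total. These are not strict shares, since the reads of Table S4 need not lie within gene models. In addition, CHC101 and CHC102 have identical reads, as do NFA101 and NFA105, so that some reads may be counted more than once. Whether a few genes with most of the reads set the share of lower genes under the sums stays open. With the 10 genes with the most reads left out of the sums 74.2% of the called genes were lower, but the listed genes had been selected under nearly the same totals, so that this value decides nothing. Those 10 genes took 35.5% of the mutant and 30.8% of the non-mutant reads on the listed genes.

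Which totals describe the transcripts per SAM stays open. With the library totals, the listed genes split into 89 higher and 117 lower, and under the sums into 70 higher and 216 lower. The genes of Table S4 are those the paper called, so that the 361 genes as a whole were not tested here, and genes left out of the list with a printed log2(FC) near 0 would lie near 0.59 with the library totals. The 3 listed genes with the most reads are given as examples and do not span the values of the listed genes. HTA104 (10878 mutant and 17382 non-mutant reads) had a log2(FC) of -0.08 with the library totals and -0.69 with the sums, HFO109 (10896 and 12945) had 0.34 and -0.26, and FLCP118 (13467 and 5347) had 1.92 and 1.32. The qRT-PCR of Fig. 2, which the paper normalized to an added RNA in independent replications, shows *ago4a*, *ago4b*, *ago4c*, *ddm1* and *met1* lower in the mutant, the direction that the sums give for all of these genes and the library totals give for *ago4a*, *ago4b* and *met1* only, with *ago4a* not called. In the figure, *ago4b*, *ago4c* and *ddm1* of these are marked by the paper's t-test and *ago4a* and *met1* are not. In the primer search, the *ago4c* pair had both sites only with 1 mismatch each, in the model with the exact *ago4b* sites. The *ago4a* reverse and *met1* forward primers had no site in the gene models. The search thus does not show that the assays of *ago4a*, *ago4c* and *met1* measure the genes whose reads are compared. For *liguleless3*, drawn higher in the mutant and not marked, the paper's reads in Table S6 (410 mutant and 436 non-mutant) give that direction with the library totals (0.50) and the opposite one with the sums (-0.10, counting standard error 0.10), so that neither of these 2 kinds of totals gives the drawn direction for all 6 genes. The values against the drawn direction are small. With the library totals, *ago4c* (0.18) and *ddm1* (0.046) were not called, so that these signs alone do not decide between the totals. A biological difference, a larger share of chromatin transcripts in the mutant SAM pool, was not tested apart from the totals.

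Both tables list some of the same genes, and 15 could be linked, 5 by a protein name and 10 by RefSeq synonyms. A further 17 genes of Table S4 had a link to a gene model that is absent from the copy of Table S6 used. The last identifier in that copy is GRMZM2G157157. Some of the absent models have later identifiers, such as that of DMT101 (GRMZM2G334041), and may be among the missing rows. Others have earlier ones, such as those of DMT105 (GRMZM2G005310) and HDA108 (GRMZM2G136067), and why they are absent was not determined. The comparison therefore covers only genes listed in both tables. The printed log2(FC) differed between the tables by a median of 0.62, and 7 of the 15 genes had opposite printed directions. For 5 of these, HDA110, HON101, NFA104, NFC101 and NFE101, the reads were similar in both tables. NFA104, NFC101 and NFE101 are named after their values were seen. HON101 had 2955 mutant and 3153 non-mutant reads in Table S4 with a printed log2(FC) of -0.10, and 3014 and 3166 reads in Table S6 with a printed log2(FC) of 0.52. HDA110 had 212 and 266 reads with -0.34, and 226 and 263 reads with 0.37. With the library totals in both tables the directions of the 5 genes were the same and their median difference was 0.0226, which is consistent with different totals as the cause. Over all 15 genes the median difference with the library totals was 0.0226, and over the 5 linked by protein name it was -0.09.

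The other 2 genes with opposite directions, MBD106 and SDG123, are not accounted for by the totals. MBD106 had 932 mutant and 444 non-mutant reads in Table S4 and 234 and 459 in Table S6 (GRMZM2G022365), so that with the library totals in both tables its log2(FC) still differed by -2.04 (counting standard errors 0.08 and 0.12). SDG123, singled out after its values were seen, had 129 and 91 reads in Table S4 and 15 and 91 in Table S6 (GRMZM2G080462), a difference of -3.10 (counting standard errors 0.20 and 0.40). A longer counted region with a single expression difference along it is argued against, since the mutant reads of MBD106 rose by a factor of 3.98 from Table S6 to Table S4 while the non-mutant reads changed by a factor of 0.967, and those of SDG123 by 8.60 and 1. Transcripts from a part of the gene that is outside the gene model and is covered in the mutant library only stay open, as do a wrong link between the identifiers and an error in the table, and no value used here decides among them. DMT106 had 253 and 446 reads in Table S4 and 112 and 267 in Table S6, and was lower in both.

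The text of the paper names *met3* among the genes tested by qRT-PCR, while Table S8 lists a pair for *met1* and none for *met3*.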
